# ChIP-exo interrogation of Crp, DNA, and RNAP holoenzyme interactions

**DOI:** 10.1371/journal.pone.0197272

**Published:** 2018-05-17

**Authors:** Haythem Latif, Stephen Federowicz, Ali Ebrahim, Janna Tarasova, Richard Szubin, Jose Utrilla, Karsten Zengler, Bernhard O. Palsson

## Abstract

Numerous *in vitro* studies have yielded a refined picture of the structural and molecular associations between Cyclic-AMP receptor protein (Crp), the DNA motif, and RNA polymerase (RNAP) holoenzyme. In this study, high-resolution ChIP-exonuclease (ChIP-exo) was applied to study Crp binding *in vivo* and at genome-scale. Surprisingly, Crp was found to provide little to no protection of the DNA motif under activating conditions. Instead, Crp demonstrated binding patterns that closely resembled those generated by σ^70^. The binding patterns of both Crp and σ^70^ are indicative of RNAP holoenzyme DNA footprinting profiles associated with stages during transcription initiation that occur post-recruitment. This is marked by a pronounced advancement of the template strand footprint profile to the +20 position relative to the transcription start site and a multimodal distribution on the nontemplate strand. This trend was also observed in the familial transcription factor, Fnr, but full protection of the motif was seen in the repressor ArcA. Given the time-scale of ChIP studies and that the rate-limiting step in transcription initiation is typically post recruitment, we propose a hypothesis where Crp is absent from the DNA motif but remains associated with RNAP holoenzyme post-recruitment during transcription initiation. The release of Crp from the DNA motif may be a result of energetic changes that occur as RNAP holoenzyme traverses the various stable intermediates towards elongation complex formation.

## Introduction

Crp (cAMP receptor protein; also known as CAP, catabolite activator protein) is the most thoroughly characterized transcription factor from a structural and mechanistic standpoint [1–3]. It has been the subject of numerous studies focused on unraveling the drivers behind transcription factor activation. These have included, to name a few, comparisons of nuclease protected DNA fragments to elucidate the Crp consensus motif sequence [4–7], mutational analysis of Crp and/or RNA polymerase (RNAP) to reveal the binding interactions that form for distinct promoter architectures [8–15], and three-dimensional structures of Crp and models of it in complex with DNA and RNAP that have been formed [2,16–19]. However, the analysis of Crp and other transcription factors is limited to the *in vitro* model systems for which they are confined and have largely focused on the steps leading to recruitment of RNAP holoenzyme with little attention on the subsequent stages of initiation.

DNA footprinting studies have been instrumental to our understanding of promoter mechanics. This classic approach utilizes the protection from nuclease digestion provided by proteins bound to DNA to produce a highly precise map of the binding site [20]. This method has been extensively applied to study the mechanics and kinetics of transcription initiation events [21–23]. The outcome of these studies and complementary characterization studies (e.g., x-ray crystallography, single-molecule approaches, and predictive modeling) are at the core of our current, multi-step model of transcription initiation [21–24]. However, the rate at which RNAP proceeds through transcription initiation is typically too rapid to be differentiated under physiologically relevant conditions. For example, numerous temperature-modulating experiments have shown that the open RNAP complex dominates at physiological temperatures and that reduced temperatures are needed to recover closed complex intermediates [25–28].

DNA footprinting has also played a significant role in our current understanding of transcription activation by Crp. Detailed *in vitro* studies performed on model promoters (e.g., *lac*, *galP1*, and *deoP2*) have yielded three classes of Crp promoters depending upon the location of the consensus motif sequence(s) relative to the transcription start site (TSS), the number of motif sequences, and the presence of additional transcription factors [1,2]. Class I promoters are thought to mediate activation through a simple recruitment mechanism where interactions are formed between Crp and the α subunit of RNAP yielding the closed promoter complex. Crp forms up to three interactions with RNAP holoenzyme and facilitates isomerization to the open promoter complex at Class II promoters. Class III promoters involve two Crp molecules and a second transcription factor that often represses the activating action of Crp. Footprinting studies under highly controlled and stabilizing conditions have shown that the Crp motif sequence is protected when in complex with Crp and RNAP holoenzyme [29–32]. However, these interactions were studied in stabilizing *in vitro* conditions with a focus on characterizing early events during transcription initiation.

Chromatin immunoprecipitation (ChIP) followed by microarray hybridization (chip) or next-generation sequencing have provided genome-scale information on DNA/protein interactions *in vivo*. These techniques have been paramount to studying transcriptional regulators and to construct regulons and transcriptional regulatory networks. However, the information ascertained by application of these methods predominantly provides a binary (present/absent) representation of binding events. Integrating with gene expression analysis allows for expansion of these binary calls to provide conditional activation/repression calls. However, the resolution of ChIP-chip (on the order of kilobases) and ChIP-seq (on the order of hundreds of base pairs) does not enable research to precisely determine the location of the binding event. One of the challenges facing biology is to be able to predict promoter activity. One potential approach to achieve this is by obtaining high-resolution mechanistic information of individual promoters and to convert that mechanistic information into a model of promoter dynamics.

An enhanced form of ChIP-seq called ChIP-exonuclease (ChIP-exo) [33] generates genome-scale maps of DNA binding proteins at single nucleotide resolution. This enables precise identification of binding events by combining DNA footprinting with ChIP. For instance, this method has been applied to the study of eukaryotic pre-initiation complexes, which is typical comprised of RNAP II and no less than six additional general transcription factors [34]. The ChIP-exo results were able to spatially resolve individual proteins and agreed strongly with findings produced from crystallographic models. We have previously applied this footprinting assay for application in *Escherichia coli* to elucidate the Fur transcriptional regulon, which predominantly is found to act as a repressor [35].

The study of bacterial transcription activation using high-resolution ChIP-exo data could affirm the transcription initiation processes elucidated *in vitro* under *in vivo* conditions and extend those observations to the genome-scale. Crp provides an ideal entry point for such a study because of the mechanistic and structural information borne out through decades of detailed work on individual promoters [1,2,36–39]. Here, we applied ChIP-exo to study the DNA protection patterns generated by the housekeeping sigma factor, σ^70^, with respect to published data on RNAP holoenzyme footprinting data. We then compared the protection pattern provided by Crp to σ^70^ and surprisingly found tremendous overlap in their DNA footprinting pattern. However, there was very little observed protection of the Crp motif sequence. This phenomenon was then explored in a repressor, ArcA, and the Crp familial protein, Fnr. Lastly, genetic perturbations to Crp/RNAP interactions were introduced and the affects of these mutations were characterized using ChIP-exo.

## Results

### Strand oriented peak distributions reveal stable intermediates in transcription initiation

The σ^70^ ChIP-exo peak distribution provides the bounds of protected DNA regions on the template and nontemplate strand. 

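Anti-σ70 ChIP-exo was deposited for MG1655 grown aerobically on M9 medium with 2 g/L of glycerol, fructose or glucose, with 3 libraries for each carbon source. The libraries hold 4623169 to 4716376 tags on glycerol, 4023459 to 4308500 on fructose and 4748017 to 7904187 on glucose. The authors aligned the MiSeq reads with Bowtie2 2.2.3 and called peak regions with GPS. The deposited values are scores that the authors made from the aligned reads: the number of 5' ends at each position of NC_000913.2, with the strand as the sign.
Peak regions were called from these scores in 100 bp windows that hold at least 4 times the tags of their 10 kb surroundings, on both strands, in most of the libraries of a condition. This gave 944 σ70 regions on glycerol, 968 on fructose and 785 on glucose. A glycerol region overlapped 88.2% of the fructose regions and 91.2% of the glucose regions. σ70 regions held 59.5% ± 2.49 (SD, n = 3) of the tags on glycerol, 61.9% ± 0.202 on fructose and 53.2% ± 6.33 on glucose. A stricter requirement of 8 times the surroundings leaves 541, 579 and 489 regions on the same carbon sources.
Each profile was placed on the template strand maximum of the region, which the paper puts at +20. A promoter was oriented only where the S1 Table units that bound its stretch read the same way, which holds at 495, 517 and 425 promoters. The strand of every gene between is known in only 91 of 368 such stretches, so the orientation is unchecked in the others. The single template strand maximum follows in part from placing zero there.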

ChIP-exo profiles across all binding sites were calculated for both the template and nontemplate strand by first calculating the density of the 5’ end of tags for each individual peak region spanning 400 bp centered and oriented relative to the TSS (transcription start site). The median position of the σ^70^ peak center is 5 bp downstream of the TSS therefore the peak center is found to be an accurate approximation for the TSS (see S1 Text for detailed discussion). Furthermore, the ChIP-exo profiles for σ^70^ reveal distinctions between the template strand and the non-template strand (Fig 1A and S1 Fig). The binding profiles show a unimodal distribution on the template strand, whereas a multimodal distribution is seen on the non-template strand. 

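At 495 glycerol promoters the nontemplate strand carries tags in a broad band upstream of the template strand maximum. After a 3 bp running mean, its highest positions in 3 adjoining ranges that follow the modes of the paper lie at −46, −29 and −12 bp. On glucose these positions are −48, −29 and −11 bp, and on fructose −46, −30 and −17 bp. The last of these on fructose depends on the running mean. When the nontemplate maximum is the zero point instead, 25.3% ± 0.836 (SD, n = 3) of the nontemplate strand tags on glycerol lie within 7 bp of it. That choice of zero point favours a high share. A profile averaged over promoters does not show how many promoters carry more than one nontemplate boundary.

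**Figure D1:**
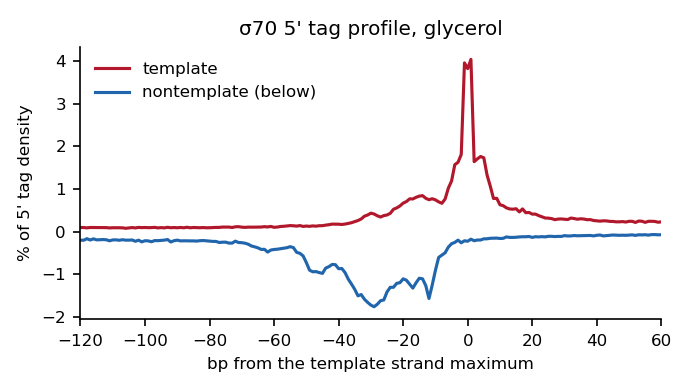
σ70 tags on glycerol, as the mean percent of tags at each position over oriented promoters, on the template and nontemplate strands. Zero is the template strand maximum.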

The width of the peak regions was determined by calculating the distance between the maxima on the template and nontemplate strands (Fig 1B). This indicates that most promoters have a σ^70^ ChIP-exo profile that predominantly fall into one of three groupings.

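On glycerol the median σ70 peak pair is 29 bp wide (quartiles 24 to 36.25, 944 regions), and 57.5% of the pairs are 21 to 40 bp wide. Pairs of 5 to 20 bp make up 19.3% and pairs of 41 to 60 bp 15.3%. The wide group is larger on fructose, with 21.8% at 41 to 60 bp and 12.7% at 5 to 20 bp (median 31 bp). Glucose has 11.3% wide and 15.2% narrow pairs around a median of 30 bp. By library the wide group is 14.5%, 14.4% and 15.1% on glycerol and 20.4%, 23.7% and 21.6% on fructose. On glucose it is 9.55%, 10.7% and 22.9%, so glucose library 3 lies among the fructose libraries. The carbon sources were not tested against each other on widths. Among single transcription units, *rplM-rpsI* and *accD* carry pairs of 27 and 26 bp, *mreB* a pair of 14 bp and *livJ* a pair of 49 bp.
The modes in S1 Table could be compared at 65 transcription units with a σ70 region in the stretch that holds their first gene. Where that stretch has several, the region with most tags was taken. The width group equalled the listed mode at 48 units (73.8%), against a mean of 41.0% and a highest value of 63.1% in 10000 shuffles of the modes. The p-value of 1e-04 is the smallest this permutation allows. The listed modes are themselves widths of the σ70 peaks of this study, so the match compares measurements of the same experiment. It is not independent support for the groups. When each position and strand is counted once, 17.5% of the modes match (permutation p 0.752). Median widths for modes 1, 2 and 3 are 24.5 (18 units), 30 (33 units) and 45 bp (14 units). The median for mode 1 lies above the 5 to 20 bp of that mode. The groups are bins with fixed limits of width, and no test for separate groups was made.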

**Fig 1:**
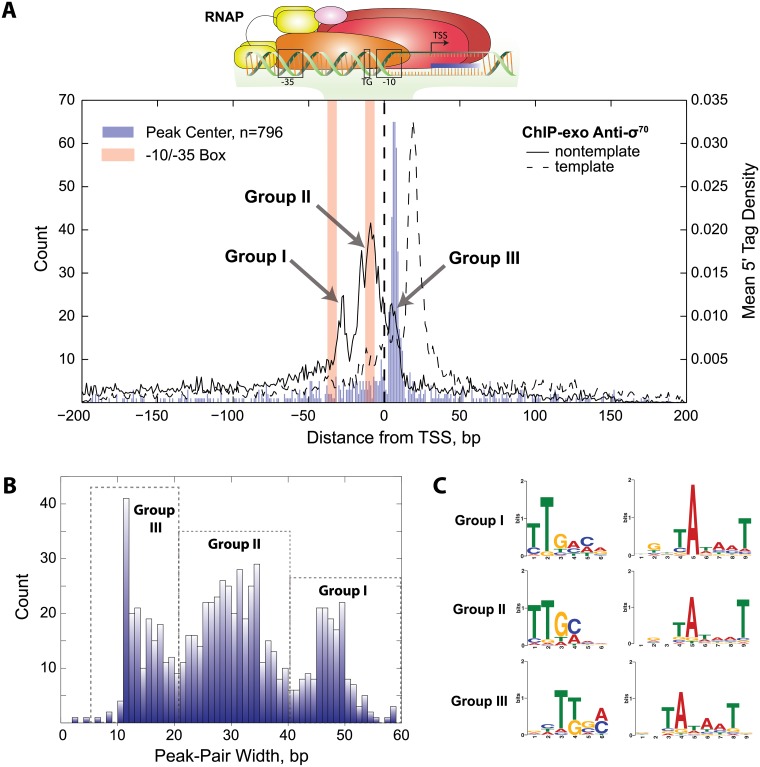
TSS aligned and oriented σ^70^ ChIP-exo peaks reveals DNA footprint patterns consistent with stable transcription initiation intermediates. (A) ChIP-exo peak regions aligned and oriented relative to the TSS. The peak center (blue bars) is shown to be downstream of the TSS with a median of 5 bp. The mean distribution of the 5’ tags is shown for both strands. The template strand distribution shows a unimodal profile that spans +20±7 bp indicative of RPO, ITC, and TEC stable intermediates. The nontemplate strand shows a multimodal distribution with modes centered approximately +5 relative to the TSS (Group III), upstream and over the -10 promoter element (Group II), and slightly downstream of the -35 promoter element (Group I). (B) Examination of the distance between template and nontemplate strand peak maximum shows that the footprint lengths are >40 bp, 21 to 40, <20 and for Group I, Group II, and Group III respectively. (C) A motif search was performed for the -10 and -35 promoter elements for Group I, Group II, and Group III promoters. All three show σ^70^-like promoter sequences with slight differences. Group I has a -35 motif that most closely resembles the consensus (TTGACA), has a highly conserved -11A, and a partial TGn motif. Group III has the least conserved -35 promoter element and no extended -10 promoter element.

The activity of lambda exonuclease is 5’ to 3’ [40] and, as such, the protected region on the template strand is found downstream of the TSS. The unimodal ChIP-exo distribution on the template strand has a maximum 5’ tag density +20 bp downstream of the TSS and approximately 30% of the mean 5’ tag density is found between 20±7 bp. 

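On glycerol, the 15 bp around the template strand maximum hold 29.0% ± 0.860 (SD, n = 3) of the σ70 tags on that strand within 200 bp. Fructose gives 29.1% ± 0.457 and glucose 24.6% ± 3.87. Zero is each region's own maximum in these tags, which by itself favours a high share. The paper places its window on start sites, so the shares are not the same measure. The strongest glycerol region, at 3316091 to 3316520 of NC_000913.2 in the stretch of *metY*, *rimP*, *nusA* and *infB*, holds 9271 ± 914 tags per 1000000 tags of the library (CPM), but its strand maxima lie 103 bp apart. *metY* encodes an initiator tRNA and *nusA* a transcription elongation factor. From the profiles on both strands the paper concludes that σ70 is captured together with RNAP, in stable intermediates after recruitment and closed complex formation. The files hold σ70 tags alone, so they show where protection ends and not which other proteins were bound.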

The position of the unimodal distribution on the template strand is in strong agreement with numerous *in vitro* footprinting studies in model promoter constructs characterizing the stable intermediates leading to open complex (RP_O_) formation, the RP_O_, the initial transcribing complex (ITC) and the transition to the ternary elongation complex (TEC). However, the closed promoter complex (RP_C_) does not have an advanced footprint extending to the +20 position.

Unlike the template strand, the ChIP-exo 5’ tag distribution for the nontemplate strand is multimodal. This distribution marks the upstream boundary relative to the TSS. 

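The middle window of the nontemplate strand, the paper's dominant mode, holds 25.8% ± 0.946 (SD, n = 3) of the σ70 tags on glycerol, 24.7% ± 0.155 on fructose and 21.8% ± 3.67 on glucose. A promoter of this width is the region at 2729211 to 2729560 of NC_000913.2 near the ribosomal RNA genes *rrsG* and *rrlG*. Its strand maxima are 28 bp apart and it holds 8121 ± 473 CPM on glycerol. On fructose the maxima there are 28 bp apart and on glucose 176 bp.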

The dominant mode found between -18 and -1 accounts for 28% of the 5’ tag density. Therefore, promoters that belong to this mode have partial to complete protection of the discriminator sequence, the -10 promoter element, and the TGn extended -10 element but little to no protection of the -35 promoter element or any upstream promoter elements (e.g., UP element). The -35 promoter element is partially protected by the mode farthest upstream which accounts for 9% of the 5’ tag density profile and spans -34 to -23 with a maximum located at -28. 

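The window farthest upstream on the nontemplate strand holds 9.09% ± 0.062 (SD, n = 3) of the σ70 tags on glycerol, 10.9% ± 0.278 on fructose and 8.29% ± 0.162 on glucose. The σ70 region in the stretch of *crp*, at 3483761 to 3484190 of NC_000913.2, has its maxima 50 bp apart (1715 ± 299 CPM on glycerol). The fructose share lies above those of both other carbon sources; the libraries of the carbon sources were not tested against each other on this share.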

The upstream boundary, -3, is located in the center of the -35 element. 

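The window nearest the template maximum holds 9.56% ± 0.111 (SD, n = 3) of the nontemplate σ70 tags on glycerol, 7.97% ± 0.142 on fructose and 8.01% ± 1.38 on glucose. The stretch that holds *deoC* has one σ70 region on glycerol, at 4617371 to 4617860 of NC_000913.2, with maxima 11 bp apart and 3216 ± 331 CPM. That region cannot be tied to one gene of the stretch.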

The downstream mode accounts for 8% of the 5’ tag density and is located downstream of the TSS. The boundaries of this mode are between +4 and +12 with a local maximum at +6. Like the template strand, the DNA protected regions of the different modes on the nontemplate strand provide little to no support that recruitment and RP_C_ complex formation is being captured by ChIP.

### Discussion of σ^70^ ChIP-exo data in the context of *in vitro* transcription initiation studies

Collectively, the ChIP-exo distribution of the mean 5’ tag density on both strands indicates that σ^70^ is being capturing in complex with RNAP when assessed in the context of *in vitro* footprinting studies performed on model promoter constructs. Furthermore, both the template and nontemplate strands provide evidence that σ^70^ ChIP studies identify stable intermediates during transcription initiation that occur after the recruitment of RNAP and RP_C_ formation. The template strand protected regions in the σ^70^ ChIP-exo profiles provide the strongest evidence that post-recruitment stable intermediates are being captured. The template strand distribution protection extends to +20 relative to the TSS, which agrees with numerous *in vitro* studies that have demonstrated a clear transition in the downstream protected boundary from -5 to +5 in RP_C_ to +20 for RP_O_, ITC, and early TEC complexes (9–12). Hydroxyl radical footprinting studies on RP_C_ formation in the T7A1 promoter showed that the short-lived RP_C_ complex protects DNA to approximately -5 bp (13–15). Similar results were observed in DNase footprinting of the T7A3 promoter, *lac*UV5, and *rrnB*P1 (16, 17). Furthermore, an RNAP mutant with deficient open complex formation was found to have DNase footprints that extend to just +1 at the λP_R_ promoter (18). However, the RP_C_ complex was only observed when the temperature was dropped in most of these studies. The temperature dependent capture of early closed complexes has been shown to be a result greater RP_O_ abundance at physiological temperatures (14, 15, 17, 19). Conversely, the advanced downstream boundaries centered on +20 has been observed in studies performed on the intermediates leading to RP_O_ and the RP_O_ complex for the T7A1 promoter (13–15), the T7A3 promoter (17), the *rrnB*P1 promoter (16, 20–22), the λP_R_ promoter (19, 23), and the *lac*UV5 promoter (17, 24). Furthermore, the ITC and the transition to the TEC also have a downstream footprint boundary of +20–25. DNase footprinting of T7A1, *tac*, and *lac*UV5 promoters showed that the ITC has a slightly advanced footprint at +25 compared with +20 for RP_O_ and the early TEC had a footprint at +30 (25–27).

ChIP-exo mean 5’ tag density profiles for σ^70^ on the nontemplate strand show a multimodal distribution with regions that provide protection to different components of σ^70^ promoter elements. These were found to form three modes spanning -34 to -23, -18 to -1, and +4 to +12 with the region spanning -18 to -1 accounting for the largest fraction of the 5’ tag density profile. While periodic patterns of DNA protected regions at the upstream boundary are common (9, 11, 12), the location of the boundaries is supportive of post-recruitment intermediates (27–29). A detailed study on the *lac*UV5 promoter using DNase I, methylation protection, and exonuclease III protection across transcription intermediates showed that transitions from RP_O_ to ITC undergoing abortive initiation retained strong protection of a region between -24 and -6 to exonuclease III digestion that was reduced to protection of the region downstream of -6 after escaping the abortive transcription phase to produce longer transcripts (27). This is further corroborated by a recent study that showed the *lac*UV5 promoter has an upstream footprint boundary at -23 in the presence of σ^70^ compared with -13/-14 for the σ^70^ lacking transcribing complex (29). A study of the T7A1 promoter using exonuclease III showed a drastic movement in the upstream-protected region from -43 to -3 in the transition from RP_O_ to early transcribing complexes (ITC or TEC) (28). Furthermore, the width of the protected region agrees with studies examining RPO, ITC, and TEC. Early TECs have been found to have footprint regions spanning ~30 bp whereas RP_O_ and ITC have longer footprint seen to be 50+ bp in length (25, 27, 30).

Kinetic studies also support the notion that the ChIP-exo data presented here is reflective of stable intermediates occurring post-recruitment of RNAP and RP_C_ formation. Genome-scale characterization studies of bacterial transcription have shown the rate-limiting step in transcription predominantly occurs post-recruitment of RNAP (7, 31, 32). For example, the λP_R_ promoter is limited at the opening of the transcription bubble marked by a slow transition from the closed intermediate to the open intermediate (19, 23, 33–35). Furthermore, the promoter λP_R’_ encodes a promoter-proximal pause site induced by a -10 like sequence downstream of the TSS (36). A similar pause occurs in the *lac* promoter (37, 38) and, in fact, it is estimated that the occurrence of promoter-proximal pausing is upwards of 20% in *E*. *coli* (38–40). However, numerous additional processes along the trajectory of RP_O_ to TEC formation have been found to be rate determining including scrunching (41), and promoter escape (10, 32). Therefore, ascertaining the potential bottlenecks in transcription initiation at genome-scale and under *in vivo* conditions would be of value to genome-scale models of promoter kinetics.

### Promoter motif analysis of the σ^70^ peak distributions

It is known that promoter sequence elements involved with RNAP holoenzyme recruitment contribute to the post-recruitment kinetics of transcription initiation [22–24]. Thus we examined the -10 and -35 promoter elements for the different σ^70^ groups (Fig 1C) as determined by the difference in peak-pairs (Fig 1B). σ^70^-like promoter motifs were found in all three groups. Group I, having the longest distance between peak-pairs, has a motif that most resembles the -35 consensus sequence (TTGACA). Furthermore, the -10 promoter element has near perfect consensus at the critical -11A position and a partial TGn motif characteristic of the extended -10 promoter element. Group II resembles the motifs found in Group I but with lower sequence conservation in both the -10 and -35 promoter elements. Conversely, Group III has the most divergent -35 motif from consensus and no appreciable motif for the extended -10 promoter element.

### Promoter characterization of the canonical transcriptional activator, Crp

Transcription factor binding was further studied with ChIP-exo in *E*. *coli* Crp. 

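Anti-Crp ChIP-exo on M9 medium was deposited for wild type cells on glycerol (n = 6), fructose (n = 5) and glucose (n = 2) and for the Δ*crp* strain on glycerol (n = 3). The libraries hold 1848368 to 4014903 tags on glycerol, 1932181 to 10128839 on fructose, 1973470 and 2728304 on glucose, and 1798241, 4422577 and 5386240 for Δ*crp*. The authors aligned the reads as for σ70, called regions with GPS, curated them by hand and scored a superset of regions for presence in each condition. Here regions came from the rule used for σ70, without curation, and those that overlap a Δ*crp* region were removed. On glycerol 171 regions became 134 in this way, on fructose 157 became 109 and on glucose 31 became 15. The Δ*crp* regions themselves lie on σ70 regions in 52.7% of cases, so the removal also takes promoters bound by σ70.
Crp regions held 7.66% ± 1.11 (SD, n = 6) of the wild type tags on glycerol, 6.76% ± 0.245 (n = 5) on fructose and 0.942% ± 0.0294 (n = 2) on glucose. Changes in tags were tested over all regions of any anti-Crp condition, 208 in all, on log2 CPM with limma. Δ*crp* libraries 1 and 3 hold 45.1 and 33.7 tags per occupied position and library 2 holds 8.89, so few distinct fragments make up the deeper libraries. With each position and strand counted at most once, 44 Crp regions are called on glycerol, 36 on fructose and 1 on glucose.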

ChIP-exo data showed strong consistency with previously determined Crp binding sites (see S1 Text). ChIP-exo profiles enabled high-resolution distinction of DNA protection patterns among the three classes of Crp promoters, which are briefly reviewed in S1 Text. Representative examples of ChIP-exo profiles generated for cultures exponentially growing in glycerol minimal media (a Crp activating condition) are shown for each of the three Crp Classes (Fig 2A). The *deoC* promoter is a Class III promoter with two Crp binding sites flanking a CytR regulatory site that represses the activating action of Crp [41]. The ChIP-exo protected regions are in close proximity with the three consensus motif sequences with protected regions near -40 and -90 as previously seen *in vitro* [41]. However, markedly different profiles are observed in the Class I (*tnaC*) and Class II (*gatY*) promoters that often have no exonuclease protection to the Crp binding site, but instead, have strong protection of the region surrounding the TSS. In fact, these regions correspond greatly with the ChIP-exo profiles generated for σ^70^ under the same condition but no observed σ^70^ ChIP-exo peak was detected for the repressed *deoC* promoter.

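In the stretch of *gatY*, the strongest Crp signal on glycerol lies at 2175021 to 2175380 of NC_000913.2 with 4889 ± 2559 CPM (SD, n = 6). Its strand maxima, at 2175234 and 2175252, are the very positions of the σ70 maxima, both 18 bp apart, where σ70 holds 1656 ± 266 (n = 3). In the stretch of *tnaC*, the leader of the tryptophanase operon, Crp holds 481 ± 159 with maxima 32 bp apart and σ70 3173 ± 1293 with maxima 35 bp apart. The *deoC* stretch has a Crp region at 4615061 to 4615360, 11 bp between maxima and 807 ± 132 CPM, and no σ70 region overlaps it. At *adhE*, named in the legend of Fig 2A, the Crp maxima are 29 bp apart and the σ70 maxima 27 bp apart (731 ± 138 and 293 ± 12.1 CPM).
The *gatY* stretch runs from 2169856 to 2181737 and holds 12 genes, so the region lies in it but is not tied to the *gatY* promoter. Leaving out glycerol library 6 gives an *adhE* Crp width of 43 bp, and leaving out library 3 a *tnaC* Crp width of 23 bp. Counted at most once per position and strand, the *gatY* stretch pairs are 170 bp wide for Crp and 49 bp for σ70, and the *tnaC* σ70 pair 110 bp.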

**Fig 2:**
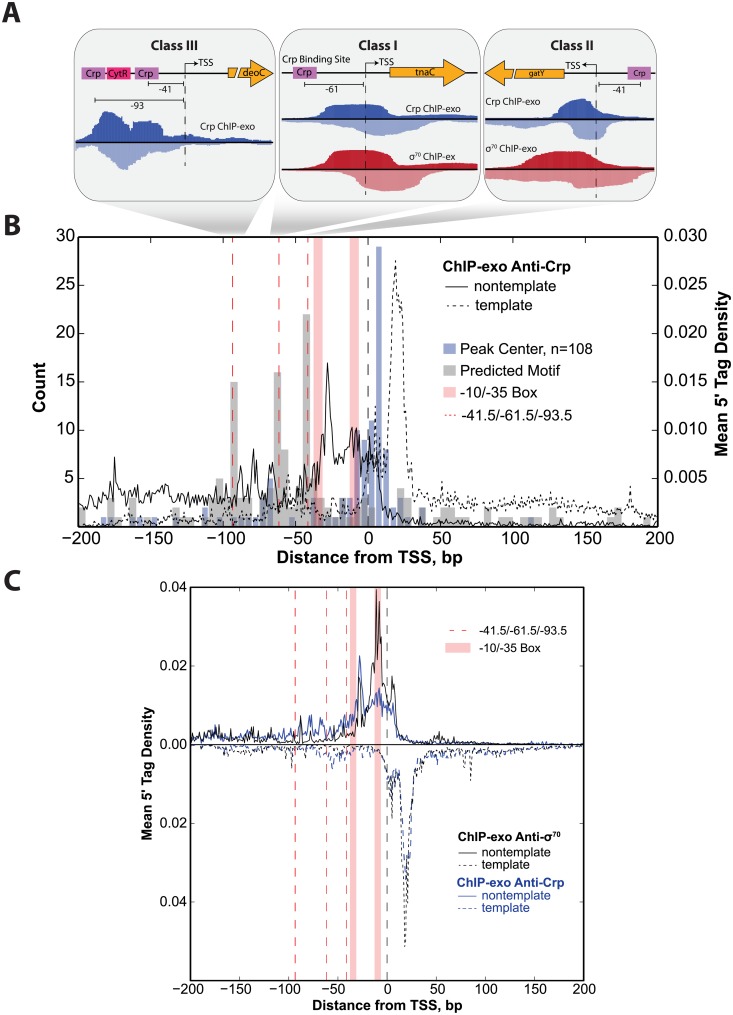
Crp and σ^70^ have highly similar ChIP-exo footprints. (A) Gene tracks are shown that exemplify the different Crp ChIP-exo footprint profiles observed for the three different classes of Crp promoters. At the Class III promoter *deoC* footprints are found over the Crp motif and the CytR motif which sequesters Crp preventing activation. However, under the activating Class I and Class II promoters there are few observed reads over the Crp motif. Instead, the peak is centered on the TSS and the footprint region cooccurs with that found for σ^70^. Examples of this are shown for *tnaC* (Class I) and *adhE* (Class II). (B) Shown is the mean 5’ tag density ChIP-exo profile aligned and oriented relative to the TSS generated for Crp grown on glycerol minimal media. The distribution of the center position at +23 across all Crp peak regions (blue bars) shows close proximity to the TSS. The template strand distribution (dashed black trace) corresponds with the downstream region centered at +20 that is associated with stable intermediates of the RPO, the ITC, and the TEC as was observed for σ^70^. The nontemplate strand distribution indicates protection of DNA predominantly occurs downstream of the -35 element with little protection at the predicted binding sites (gray bars). (C) An overlay of the mean 5’ tag density profile of all Crp peak regions (blue traces) and the associated σ^70^ mean 5’ tag density profile in those same peak regions (black traces) illustrates the strong co-occurrence of Crp footprint regions with σ^70^.

The results for these individual promoters are consistent when extended to the genome-scale. Analogous to the analysis performed on σ^70^, all Crp ChIP-exo binding profiles were aligned and strand-oriented relative to the TSS. The same was done with the peak center position and the predicted Crp motif sequence (Fig 2B). Examination of the motif sites shows three regions of elevated Crp motif sequences centered at -41.5, -61.5, and -93.5 bp upstream of the TSS corresponding with the expected positions of Class II, Class I and Class III promoters respectively [1,2]. However, the mean 5’ tag distribution of Crp ChIP-exo data oriented relative to the TSS illustrates that the peak centers align greatly with the TSS and not the Crp binding site. 

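Of 134 Crp regions on glycerol, 95 (70.9%) overlap a σ70 region, 7.22 times the mean of 13.2 over 1000 circular shifts of the regions; the highest shift had 25. The strand maxima of Crp and σ70 lie close together at these places. The pair centres of Crp are within 15 bp of the σ70 pair centre at 50 of the 134 regions (37.3%). Over only the 95 regions with a σ70 pair within 200 bp, the median distance is 13.5 bp. Of these 95, 43.2% have plus strand maxima within 7 bp of each other and 45.3% have minus strand maxima as close. Crp pairs that overlap σ70 have a median width of 43 bp, against 21 bp at the 39 regions that do not. Crp motifs were not located, because no genome sequence was used here, and the distance from motif to pair centre is not analysed here.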

A similar ChIP-exo profile was obtained when wild type *E*. *coli* was grown on fructose, another Crp activating condition, but when grown on glucose, a Crp repressing condition, few binding sites were detected and poor alignment was observed relative to the TSS (S2 Fig). 

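On fructose 109 Crp regions were called and 102 of the glycerol regions (76.1%) recur. Of the 109, 83 (76.1%) lie on σ70 regions, 7.38 times the shifted mean. The σ70 regions used here are those called on glycerol, also for fructose and glucose. Pair centres lie within 15 bp of a σ70 centre at 41 of the 109 (37.6%), and the median distance is 14.5 bp over only the 81 with a σ70 pair within 200 bp. On glucose only 15 regions were called, 9 of them on σ70 regions, none has its centre within 15 bp of a σ70 centre and the median distance is 79 bp over the 9 with a σ70 pair within 200 bp. Crp is activated by cAMP, which is low in cells fed glucose. Of 208 regions 160 fell and 5 rose on glucose, and 36 fell and 4 rose on fructose (limma, two-sided, 5% false discovery rate).
The largest change on both sugars is at 2350261 to 2350760 of NC_000913.2, in a stretch of 22 genes next to the *glpTQ* unit for uptake and use of glycerol phosphates. Its tags fell by 5.40 ± 0.304 (SE) on the log2 scale on glucose, from 4078 ± 1031 to 92.7 ± 5.72 CPM (adjusted p 2.21e-08, limma; every glucose library below every glycerol library). On fructose the region fell by 4.62 ± 0.305 (adjusted p 1.56e-08, limma, all 5 libraries below all 6). On glucose the region at 2164911 to 2165270, in the stretch of *cyaR* and *gatR*, fell by 4.88 ± 0.295 (adjusted p 3.53e-08, limma, both libraries below all 6). Fructose raised the *fruBKA* stretch region at 2261511 to 2261730 by 1.95 ± 0.180 (adjusted p 7.01e-07, limma, every library above). It raised the *adhE* stretch region at 1297311 to 1297690 by 2.25 ± 0.199 (adjusted p 5.66e-07, limma, every library above). With each position and strand counted once, no region rises on fructose, that of *fruBKA* included, and the *adhE* rise is 0.56 (adjusted p 0.373, limma).
Of 44 genes of sugar and nucleoside uptake 1 could be placed, *crr*, and of 24 genes of glycerol, organic acid and amino acid use 1, *aldA*. Both fell on glucose and neither passed on fructose, with the same result when adjusted over the list alone. Of 19 ribosomal protein genes taken as a control, 1 was placed, *rplM*, and it also fell on glucose, again also when adjusted over the list alone.
The count of lower regions on fructose is 3 with each position and strand counted once. It also depends on single libraries. It is 23, 18, 16 or 15 without fructose library 2, 3, 4 or 5, and 22, 20, 23, 16 or 15 without glycerol library 1, 2, 3, 4 or 6. On glucose 3 regions rise without glucose library 1 or 2.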

We further verified that these results were not artifacts attributed to the anti-Crp antibody used to perform ChIP-exo by generating data on a Δ*crp* strain and no correlation was observed between biological replicate datasets indicating minimal impact due to non-specific binding (S3 Fig). Therefore, the Crp binding profile under activating conditions has poor alignment with the consensus motif sequence.

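The 3 Δ*crp* libraries correlate weakly with each other, with a mean r of 0.410 (0.339 to 0.446) over 100 bp bins after thinning every library to 1798241 tags. Every other anti-Crp condition is higher, from 0.812 after rifampicin and 0.837 in ΔAr2 to 0.876 in wild type glycerol and 0.932 on glucose. In 10 bp bins the Δ*crp* mean is 0.0911, and in 1000 bp bins 0.795. Without the 817 of 46396 bins that hold Δ*crp* regions, r is 0.201 to 0.308.
The strain still yields 298 regions, and 157 of them (52.7%) overlap σ70 regions, 5.91 times the shifted mean. The highest of the 1000 shifts had 141. The end of the *crp* frame holds 4.08, 31.1 and 7.24 CPM per kb in the Δ*crp* libraries, against 219.6 to 373 in wild type. Over a stretch of 600 bp there, tags per kb are 0.0202, 0.0875 and 0.0155 times the mean of the flanking kb on either side in the Δ*crp* libraries, and 0.571 to 1.00 times in wild type. The regions include one at 3483931 to 3484210 of NC_000913.2 in the stretch of *crp*, with 252 ± 141 CPM (SD, n = 3). Over 499 regions of Δ*crp* or any anti-Crp condition, 172 were lower and 231 higher in Δ*crp* than in wild type (limma, two-sided). The higher ones are in part regions that entered the set because Δ*crp* called them. The *gatY* stretch region at 2174991 to 2175480 fell by 5.83 ± 0.437 (SE) on the log2 scale, to 96.4 ± 56.7 CPM (adjusted p 3.23e-07, limma, every Δ*crp* library below every wild type library). The region at 1805741 to 1805880, in the stretch of *pfkB*, fell by 6.33 ± 0.498 to 0.556 ± 0.556 (adjusted p 4.93e-07, limma, every library below). Without Δ*crp* library 1 the strain has 162 regions, and without library 3 it has 142. A window must then be in both libraries that are left, a stricter rule than most of 3, which favours fewer regions.

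**Figure D2:**
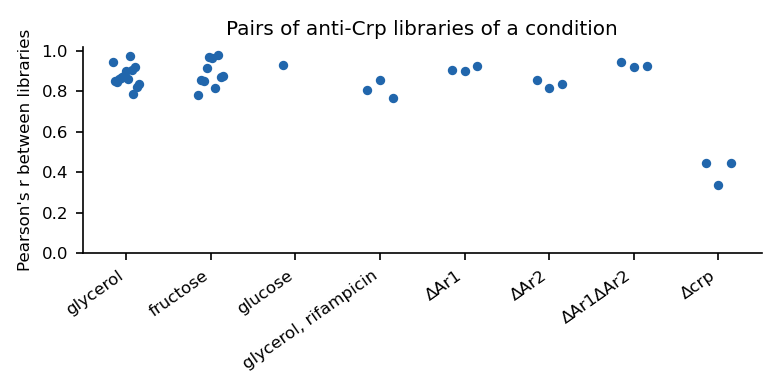
Correlation of replicate libraries over 100 bp bins, for each anti-Crp condition, after thinning to the same number of tags. Each dot is a pair of libraries.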

The ChIP-exo 5’ tag density profile for Crp was also compared with σ^70^ across all Crp binding regions (Fig 2C). Strand orientated Crp density profiles reveal a unimodal distribution on the template strand and a multimodal distribution on the nontemplate strand analogous to those found for σ^70^. 

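At 49 oriented promoters with both a Crp and a σ70 region on glycerol, the Crp profile follows that of σ70, with r 0.967 on the template and 0.880 on the nontemplate strand over 401 positions. The template maximum of σ70 holds 18.3% ± 1.11 (SD, n = 6) of the Crp tags and 26.9% ± 0.954 (n = 3) of the σ70 tags. Fructose gives 18.1% ± 1.86 (n = 5) at the same promoters and glucose 5.59% ± 0.331 (n = 2). On the nontemplate strand the middle window holds 12.3% ± 1.81 of the Crp tags against 24.6% ± 0.554 of the σ70 tags, and the near window 4.88% ± 1.12 against 8.99% ± 0.103.
Each of these 3 shares is lower for Crp than for σ70 in every library (exact two-sided permutation p 0.0238, the smallest that 6 against 3 libraries allow). Leaving out σ70 library 1, 2 or 3 gives a template difference of −8.79, −8.05 or −8.94 points and a middle difference of −12.2, −12.1 or −12.6 points, with an exact permutation p of 0.0714, the smallest then possible. With each position and strand counted at most once, the template difference turns to 1.63 points (exact permutation p 0.119) and the middle one to 0.704. That count caps the stacked 5' ends that make up a ChIP-exo maximum. The zero point is the σ70 maximum, which by itself favours a higher σ70 share.

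**Figure D3:**
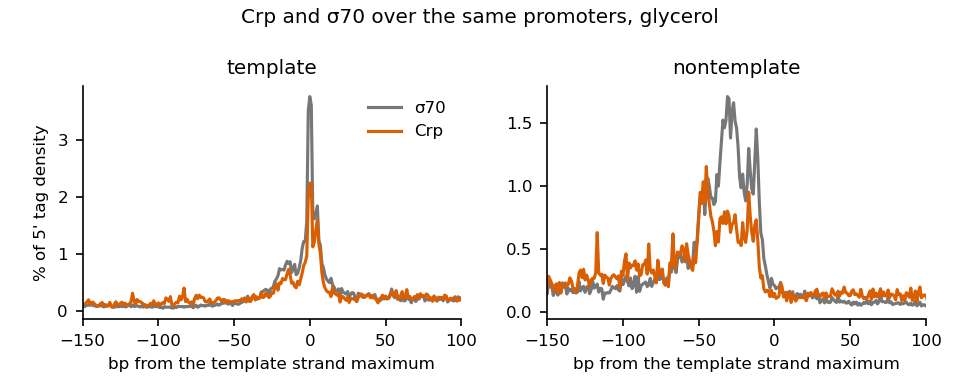
Crp and σ70 tags on glycerol over the same oriented promoters, as the mean percent of tags at each position on the template and nontemplate strands. Zero is the σ70 template strand maximum.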

The template strand strongly overlaps the one observed for σ^70^ with a downstream boundary of protected DNA centered on +20 accounting for 33% of the aggregate density profile. However, the Crp nontemplate density profile has distinctive features. First, there is increased DNA protection on the nontemplate strand between the -93.5 and -61.5 markers. This region encompasses 13% of the total 5’ tag density profile. These positions signify the center position of many Class III and Class I Crp motif sequences respectively [1,2]. However, none of these regions indicates protection of the Crp motif sequences found for Class I and Class III promoters and only partial protection for Class II promoters due to the overlap with the -35 box. 

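In the upstream window that matches the one in the paper, Crp on glycerol has 10.5% ± 1.62 (SD, n = 6) of its nontemplate tags and σ70 at the same promoters 6.73% ± 0.190 (n = 3). Every Crp library lies above every σ70 library (exact two-sided permutation p 0.0238, as small as these groups permit). The far window next to it does not separate Crp from σ70, with 9.19% ± 0.836 and 9.42% ± 0.136 (exact permutation p 0.762). With summed tags over promoters, Crp is lower than σ70 in the far window and the difference passes. Counted at most once per position and strand, the upstream difference shrinks to 1.00 point (exact permutation p 0.452). Without σ70 library 1, 2 or 3 it is 3.81, 3.83 or 3.66 points with an exact permutation p of 0.0714, and no smaller p is then possible.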

The strong overlap with the σ^70^ binding profile and alignment with the TSS suggests that Crp immunoprecipitation is occurring in complex with RNAP holoenzyme and, as such, the ChIP profile is more reflective of the stable RNAP intermediates discussed above.

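At 95 promoters with Crp and σ70 regions on glycerol, 17.1% ± 1.28 (SD, n = 6) of the Crp tags lie at the strand maxima of σ70, where even coverage would put 3.74% and σ70 itself has 26.1% ± 0.874 (n = 3). Fructose is level with glycerol at 16.7% ± 1.24 (n = 5; exact two-sided permutation p 0.693). Glucose has 5.83% ± 0.361 (n = 2; exact permutation p 0.0714, the smallest that 2 against 6 libraries allow). From the overlap of the profiles the paper proposes that Crp is precipitated in complex with RNAP holoenzyme and that the profile reflects the stable RNAP intermediates. The Crp and σ70 tags come from precipitations with different antibodies, so they do not show both proteins on the same DNA molecule.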

### Rifampicin treated Crp ChIP-exo

Rifampicin (rif) prevents transcription elongation beyond a length of 2–3 nt [42] and, in doing so, leaves the transcription machinery unable to advance beyond the ITC. Therefore, ChIP-exo was performed on cultures treated with rif prior to harvest followed by immunoprecipitation of Crp. 

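Anti-Crp ChIP-exo after rifampicin was deposited for 3 libraries of wild type cells on glycerol treated with 50 µg/mL for 20 min. They hold 2144555, 1825011 and 2763104 tags and are compared with the 6 untreated glycerol libraries described above. Alignment and scores by the authors are the same as for the other anti-Crp libraries. The region rule called 115 regions, of which 76 remain after removal of those that overlap a Δ*crp* region. Shares of tags at σ70 maxima, peak pair widths and tags per region were computed, the shares both at all glycerol promoters and at those called with and without rifampicin. The share over shared regions was chosen after seeing the data. No unenriched DNA and no added DNA of known amount are used here, so a change that is equal at all regions cannot be measured.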

The resulting mean 5’ tag density profile generated on both the template and nontemplate strand closely resembles that obtained in the non-rif treated sample (S4 Fig). Therefore, this chemical perturbation of the transcriptional state had no impact on the Crp ChIP-exo distribution and no additional upstream protection of the Crp binding site was observed. This result indicates that the exonuclease footprints are occurring on initiation complexes occurring prior to the TEC. This observation coupled with the evidence against the short-lived RP_C_ complex strongly suggests that the Crp promoters studied here are being captured after dissociation from the motif while they are still bound to RNAP. 

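At 12 oriented promoters called with and without rifampicin, the Crp profiles correlate at r 0.886 on the template and 0.856 on the nontemplate strand. The lowest values between untreated libraries are 0.849 and 0.670. The former are between means over libraries and the latter between single libraries, so their comparison favours the former. Over 34 shared promoters, tags at the σ70 maxima make up 18.0% ± 1.90 (SD, n = 3) after rifampicin and 19.2% ± 1.44 (n = 6) without it (exact two-sided permutation p 0.357). At the 12 oriented promoters the template share is 16.4% ± 3.38 against 21.8% ± 1.44 (exact permutation p 0.0238, the smallest for 3 against 6 libraries). Over all 95 glycerol promoters the share at the maxima is 12.4% ± 2.07 after rifampicin, below every untreated library (exact permutation p 0.0238). With summed tags over promoters the p is 0.119, with each position and strand counted once 0.476, and over promoters of any anti-Crp condition 0.143 (exact permutation). Without rifampicin library 1, 2 or 3 it is 0.0714, the smallest for 2 against 6, with differences of −4.35, −3.91 or −5.88 points.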

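After rifampicin 76 Crp regions were called, 58 of them (76.3%) on σ70 regions, 8.50 times the shifted mean, and 34 (44.7%) have a centre within 15 bp of a σ70 centre. Of the 134 untreated regions 43 (32.1%) recur. The upstream share at the shared oriented promoters was 7.90% ± 0.302 (SD, n = 3) against 9.64% ± 1.66 (n = 6) without rifampicin (exact two-sided permutation p 0.0476).
Tags fell at 132 of 208 regions and rose at 29 (limma, two-sided). Of the rises, 19 on σ70 regions and 5 elsewhere are at regions called after rifampicin and not in untreated cells, which favours a rise. The region at 2350261 to 2350760 of NC_000913.2 fell by 4.16 ± 0.376 (SE) on the log2 scale to 255 ± 177 CPM (adjusted p 7.47e-07, limma). The one at 2925761 to 2926230, in the stretch before *sdaCB* for serine use, fell by 3.55 ± 0.301 to 129 ± 44.7 (adjusted p 3.96e-07, limma). In both, every treated library is below every untreated one. The *gatY* stretch kept a region with maxima 18 bp apart and 1621 ± 280 CPM, the *adhE* stretch one of 53 bp and 2476 ± 594, and the stretches of *tnaC* and *deoC* had none. Among 17 genes of the tricarboxylic acid cycle and respiration 1, *acnB*, was placed and rose, and *crr* and *rplM* fell, the same when adjusted over the list alone; *aldA* did not pass.
Over the 43 shared regions the median pair width per library is 49.0 ± 1.73 bp with rifampicin and 34.7 ± 10.6 without (exact permutation p 0.0238). Leaving out rifampicin library 1, 2 or 3 gives a difference of 13.3, 14.8 or 14.8 bp with an exact p of 0.0714, the smallest then possible. The difference is 13.8 bp when each position and strand is counted once (exact p 0.524). Untreated libraries 1 and 2 are at 47 and 46 bp, near the treated ones, and libraries 3 to 6 at 36, 25, 33 and 21 bp. The paper states that this perturbation of transcription had no impact on the Crp ChIP-exo distribution, shown for shared regions in S4 Fig; recurrence of regions and tags per region are other quantities. Tags are relative to the library total, so a fall at many regions cannot be told from a loss of enrichment.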

The capture seems to occur at stable intermediates formed between RP_O_ and the ITC but prior to promoter escape.

### Distinct ChIP-exo profiles for transcriptional activators and repressors

The ChIP-exo binding profiles of activating transcription factors are very different than ChIP-exo profiles of repressing transcription factors. Previous studies have shown transcription factor binding profiles centered on the regulatory motifs in eukaryotic systems [33,34,43]. Furthermore, we have seen motif centering when ChIP-exo was applied to characterizing the transcriptional repressor Fur in *E*. *coli* [35]. Therefore, we sought to examine if the alignment to the TSS seen in Crp could be extended to the familial protein Fnr and contrasted with the profile generated for a predominantly repressing transcription factor ArcA. ChIP-exo was performed on c-Myc tagged strains of ArcA (repressor) and Fnr (Crp family activator) grown anaerobically on glucose minimal media. 

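Anti-Myc ChIP-exo of ArcA-8-myc and Fnr-8-myc cells grown anaerobically on glucose was deposited with 3 libraries each. The ArcA libraries hold 3942955, 3405994 and 4203054 tags and the Fnr libraries 4358511, 1843769 and 2978823. The authors called regions with GPS, curated by hand. The region rule gave 331 ArcA regions with 12.1% ± 5.82 (SD, n = 3) of the tags and 118 Fnr regions with 5.64% ± 1.22. Profiles were placed on σ70 maxima from aerobic glycerol cultures, since no anaerobic σ70 libraries are used here, and no Myc control library is used to remove regions. Regions that overlap a Δ*crp* region were left in, unlike for Crp, so overlaps with σ70 regions are not comparable with those of Crp. Such regions number 79 of 111, 124 of 1554 and 132 of 1487 in ArcA libraries 1, 2 and 3 called singly. In the Fnr libraries they number 39 of 88, 74 of 204 and 118 of 910.
Tags per occupied position are 7.68, 57.7 and 95.6 in the ArcA libraries and 2.26, 9.57 and 32.7 in the Fnr libraries, so libraries rest on few distinct fragments where these are high. Without ArcA library 2 or 3, 77 or 80 regions remain, and without Fnr library 2, 75. Both libraries that are left must then hold a window, a stricter rule than most of 3, which favours fewer regions. In a test on simulated peaks at 4 times the background, the ArcA libraries gave 64 regions with no planted peak and a median width error of 62 bp.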

The data generated was then processed, aligned, and oriented relative to the nearest TSS (Fig 3). 

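ArcA regions overlap σ70 regions at 144 of 331 (43.5%, 4.91 times the shifted mean), but only 15 (4.53%) have a centre within 15 bp of a σ70 centre. Only 134 have a σ70 pair within 200 bp, with a median distance of 78.8 bp. At 69 oriented promoters the σ70 template maximum holds 6.43% ± 1.14 (SD, n = 3) of the ArcA tags, and at the 95 Crp promoters on glycerol σ70 maxima hold 4.26%. The strongest ArcA region is at 3672511 to 3672700 of NC_000913.2, in the stretch of the acid resistance genes *gadX* and *gadA*, with 12993 ± 7413 CPM. The next is in the stretch of *cyoABCDE*, the cytochrome bo oxidase operon, at 450821 to 451190 with 5217 ± 3112. In the test on simulated peaks the ArcA background gave many regions without a planted peak, so an unknown part of the 331 is noise.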

ArcA, which typically occludes the TSS [44], has no defined ChIP-exo 5’ tag distribution on either strand though there is a noticeable increase in the 5’ tag density around the TSS (Fig 3A). In contrast, Fnr demonstrates a similar 5’ tag density profile as was seen for Crp and σ^70^ with a strong unimodal distribution on the template strand at +20 and a less defined modal distribution on the nontemplate strand (Fig 3B). 

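Fnr regions, not cleared of those that Δ*crp* also calls, overlap σ70 regions at 86 of 118 (72.9%, 7.61 times the shifted mean). Their centres are within 15 bp of a σ70 centre at 14 (11.9%). The median distance is 42.5 bp over only the 85 with a σ70 pair within 200 bp. At 40 oriented promoters the σ70 template maximum holds 12.9% ± 1.08 (SD, n = 3) of the Fnr tags. By tags the strongest region is at 1406981 to 1407240 of NC_000913.2 (6991 ± 3881 CPM), followed by those in the stretches of *edd* and *zwf* at 1935301 (3015 ± 880), of *slyA* and *sodC* at 1718871 (3010.1 ± 654) and of *adhE* at 1297361 (2332 ± 694). Stretches of *focA* and *pflB* at 953631 (1629 ± 670) and of *ackA* and *pta* at 2411281 (1190 ± 298) are also among the 10 strongest. At the 95 Crp promoters on glycerol, σ70 maxima hold 7.83% ± 1.10 of the Fnr tags and 17.1% of the Crp tags. Those promoters were called for Crp, which favours Crp. The template share at the 40 Fnr promoters was not tested against those of Crp or ArcA, which come from other promoters and other growth.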

The ArcA ChIP peak regions were aligned relative to the peak center position (Fig 3C). This resulted in a uniform distribution of 5’ tag density with sharp peaks on the forward (+) strand and the reverse strand (-). Furthermore, plotting the predicted binding sites shows that the protected regions are centered on the ArcA motif. 

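Around their own pair centres, ArcA tags reach their maximum at −49 bp on the plus strand and 48 bp on the minus strand, with 8.96% and 9.30% of the strand's tags within 7 bp. For Fnr the maxima are at −46 and 37 bp with 11.9% and 14.5%. The maxima of the mean ArcA profile are thus farther apart than those of its median pair. The region in the stretch of *cydC* and *cydD*, at 930171 to 930380 of NC_000913.2, has a pair 30 bp wide with 3757 ± 3262 CPM (SD, n = 3). Binding motifs of ArcA were not located.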

Lastly, the peak-pair differences for ChIP-exo profiles of ArcA and Fnr are shown (Fig 3D). This reveals that the footprint obtained for the repressor is approximately 30 bp and centered on the binding motif while Crp family activators have a broader footprint distribution centered on the TSS and with a template strand footprint advanced to the +20 position. 

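ArcA peak pairs have a median width of 34 bp (331 regions) and Fnr pairs 71 bp (118 regions). The ArcA pairs are more often 25 to 45 bp wide, 25.4% against 14.4% for Fnr. Single strong regions vary: ArcA pairs are 49 bp wide in the *gadX* stretch and 79 bp in the *cyo* stretch, and Fnr pairs 86 bp at *adhE*, 77 bp at *focA-pflB* and 47 bp at *ackA*. The quartiles of ArcA run from −15.5 to 105 bp and those of Fnr from 34 to 105.75 bp. Of the ArcA pairs, 29.6% are under 5 bp or have their strand maxima in reverse order. Δ*crp* pairs, where the antibody has no target, have a median of 30 bp and quartiles from −20.75 to 89 bp. Pairs of 21 to 40 bp make up 22.7% for ArcA and 14.1% for Δ*crp*. The ArcA median by itself therefore does not show a short footprint.
The medians differ by −37 bp (two-sided permutation p 1e-04 over 100000 shuffles of regions). The shuffles treat regions as independent and do not take in the spread between libraries. The paper states that the repressor has a short footprint on its motif and Crp family activators a broader one, and takes the broader footprint, advanced downstream, as a sign of RNAP holoenzyme in the precipitated complex. Crp pairs on aerobic glycerol have a median of 41 bp (134 regions), nearer to ArcA than to Fnr, and were not tested against either.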

The broader footprint and advancement to the +20 position affirms the presence of RNAP holoenzyme in the immunoprecipitated complex with little to no protection of the activating motif sequence.

**Fig 3:**
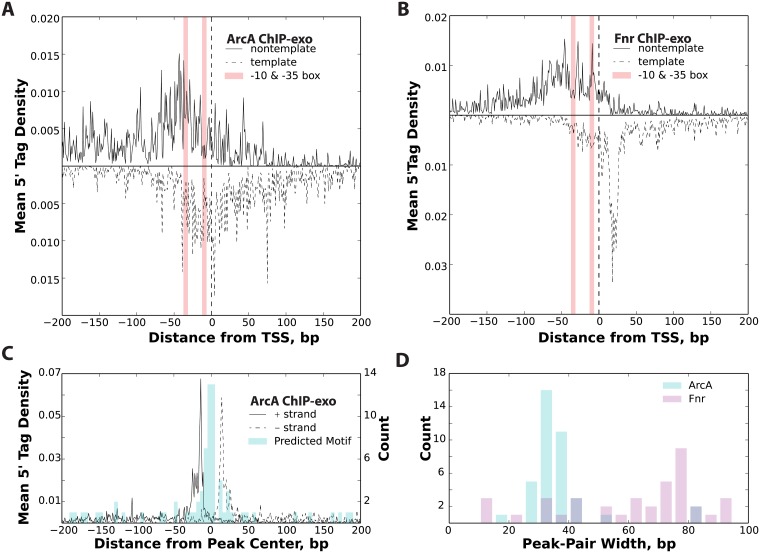
Contrasting ChIP-exo profiles of repressors and activators. (A) The TSS aligned ChIP-exo profile for ArcA, a predominantly repressive transcription factor, is shown to lack the characteristic distribution of mean 5’ tag density observed on both the template and nontemplate strand. (B) The TSS aligned mean 5’ tag density profile for Fnr, typically an activator, resembles the profile found for Crp and σ^70^. (C) The ArcA ChIP-exo profile is shown for all peak regions aligned to the peak center position. Also shown is a histogram of the center of the predicted ArcA binding site relative to the peak center position. This illustrates that the ChIP-exo profile is centered on the predicted binding site. (D) A comparison of the peak-pair distance is shown to illustrate the difference in resolution observed between ArcA and Fnr. ArcA, the repressor, is revealed to have shorter footprints compared with Fnr, the activator.

### Genetic perturbation of RNAP holoenzyme/Crp interactions

We next sought to determine the impact of genetic perturbations to the RNAP holoenzyme/Crp interactions by introducing deleterious mutations to the Activating Regions (see S1 Text for discussion) Ar1 and Ar2. Mutations were introduced to create ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutants (Fig 4A). 

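Anti-Crp ChIP-exo of the ΔAr1 (HL159), ΔAr2 (KE101 and HY19) and ΔAr1ΔAr2 (HL159 and KE101) strains on glycerol was deposited with 3 libraries each, and is compared with the 6 wild type glycerol libraries. The libraries hold 3844836, 2271229 and 2670272 tags for ΔAr1, 3125970, 2596132 and 2548888 for ΔAr2, and 2819553, 2033085 and 2173409 for ΔAr1ΔAr2. Tags per occupied position are 9.56, 7.08 and 6.03 in ΔAr1, 1.53, 1.32 and 1.46 in ΔAr2, and 2.03, 1.78 and 2.28 in ΔAr1ΔAr2. The wild type glycerol libraries hold 1.49 to 5.00, so the ΔAr1 libraries rest on fewer distinct fragments than the others. Calls by the authors were made as for the wild type. The region rule gave 131, 54 and 72 regions, of which 105, 38 and 54 remain after removal of those that overlap a Δ*crp* region. A wild type region was counted as kept when a mutant region overlaps it. The share of tags inside the called regions is 5.08% ± 0.644 (SD, n = 3) in ΔAr1, 1.00% ± 0.101 in ΔAr2 and 2.07% ± 0.177 in ΔAr1ΔAr2. The amount of Crp protein in the mutants is not analysed here, so binding and protein level are not separated.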

ChIP-exo was performed on these mutant strains with glycerol as the sole carbon source. In comparison with the wild type, each mutant resulted in the loss of peak regions (Fig 4B). 

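Of 134 wild type Crp regions, 68 (50.7%) were kept in ΔAr1, and ΔAr1 has 37 regions that wild type lacks. In ΔAr2 37 (27.6%) were kept and 1 is its own. The kept shares in ΔAr1 and ΔAr2 are 60.1% and 31.8% at 3 times the surroundings, and 40.8% and 17.1% at 8 times. With each position and strand counted once they are 65.9% and 0%. Over the 208 regions tested, tags fell at 95 and rose at 49 in ΔAr1, and fell at 145 and rose at 1 in ΔAr2 (limma, two-sided, 5% false discovery rate). At the 134 that overlap σ70 regions the median change is −0.99 on the log2 scale in ΔAr1 and −1.29 in ΔAr2, and at the 74 others 0.56 and −0.66. The others include 28 regions that entered the set because ΔAr1 called them and wild type did not, with a median of 1.15 and 22 of the rises in ΔAr1. At the 37 others called in wild type the ΔAr1 median is 0.18, and at the 97 on σ70 regions called in wild type it is −1.42, where a fall is favoured in turn.
The *gatY* stretch region at 2174991 to 2175480 of NC_000913.2 fell by 3.93 ± 0.353 (SE) to 331 ± 96.7 CPM in ΔAr1 (adjusted p 1.25e-07, limma). It fell by 5.67 ± 0.334 to 95.2 ± 8.74 in ΔAr2 (adjusted p 1.55e-09, limma), from 5405 ± 2994 in wild type. The region next to *glpTQ* at 2350261 fell by 3.72 ± 0.258 in ΔAr1 (adjusted p 7.32e-09, limma). In ΔAr2 the region at 398661 to 399000, in the stretch of *ddlA* and *iraP*, fell by 5.15 ± 0.326 (adjusted p 3.50e-09, limma). In each of these every mutant library is below every wild type library.
Among the placed genes, *crr* and *aldA* fell in both mutants and *acnB* and *rplM* passed in neither. Among 30 Fnr target genes 1, *ompW*, was placed, which rose in ΔAr1 and fell in ΔAr2. All are the same when adjusted over the list alone. When each position and strand is counted once, 60 regions fall in ΔAr1. Regions that rise in ΔAr2 number 0 without its library 1 or 2 or without wild type library 4, 3 without wild type library 1, and 2 without wild type library 2, 3 or 5. With tags outside the regions as library size, the median over all regions in ΔAr1 is −0.47 in place of −0.43.

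**Figure D4:**
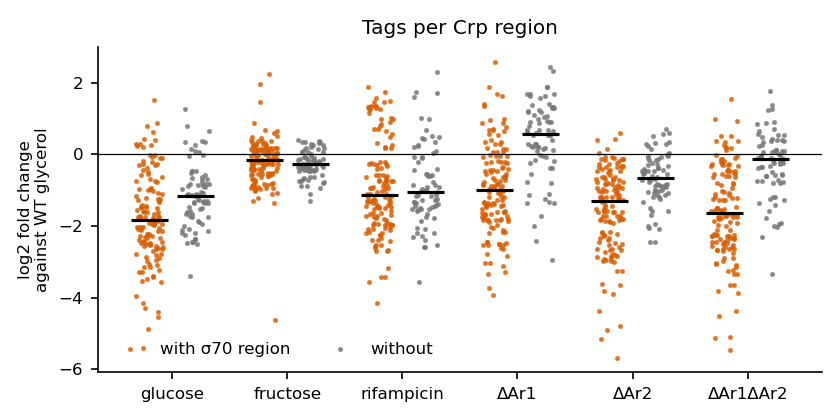
Log2 change of Crp tags per region in each condition and mutant against wild type on glycerol without rifampicin, for regions that overlap a σ70 region and for the others. Each dot is a region and lines are medians.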

The most drastic effect was observed in the ΔAr1ΔAr2 mutant which retained ~40% of the peaks in the wild type strain. This result indicates the importance of these Ar interactions on the stabilization of both Crp and RNAP holoenzyme at the promoter site. Furthermore, the characteristic ChIP-exo 5’ tag density profiles (see Fig 2C) on both strands were systematically degraded with each mutation resulting in profiles that no longer aligned well to the TSS (S5 Fig). 

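ΔAr1ΔAr2 kept 39 of the 134 wild type regions (29.1%) and has 15 of its own. Tags fell at 121 and rose at 15 of the regions tested (limma, two-sided). At σ70 regions 99 fell and 4 rose with a median of −1.65 on the log2 scale, and elsewhere 22 fell and 11 rose with a median of −0.12. Of the 11, 5 are at regions that ΔAr1ΔAr2 called and wild type did not, which favours a rise. The *gatY* stretch region fell by 5.47 ± 0.335 (SE) to 110 ± 10.7 CPM (SD, n = 3; adjusted p 3.51e-09, limma). The region next to *glpTQ* fell by 5.11 ± 0.243 to 114 ± 5.63 (adjusted p 2.12e-10, limma). Both are below wild type in every library. *deoC*, where Crp acts with the repressor CytR, has a region in its stretch with 654 ± 52.0 CPM. *crr*, *aldA* and *ompW* fell and *acnB* and *rplM* did not pass, also when adjusted over the list alone. Without ΔAr1ΔAr2 library 2, 7 regions rise. ΔAr1ΔAr2 was not tested against ΔAr2 or ΔAr1.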

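At the 95 wild type promoters, tags at the σ70 maxima fall from the wild type level to 8.40% ± 0.363 (SD, n = 3) in ΔAr1, 6.74% ± 0.151 in ΔAr2 and 4.84% ± 0.0575 in ΔAr1ΔAr2. Δ*crp* has 5.99% ± 1.29 there. The template share at the 49 oriented promoters is 8.86% ± 0.296, 7.85% ± 0.317 and 5.38% ± 0.508 in the mutants, and 7.22% ± 0.649 in Δ*crp*. Centres within 15 bp of a σ70 centre number 9 of 105 regions (8.57%) in ΔAr1, 5 of 38 (13.2%) in ΔAr2 and 1 of 54 (1.85%) in ΔAr1ΔAr2. Over only the 51, 21 and 19 regions with a σ70 pair within 200 bp, median distances are 62.5, 45.5 and 81.5 bp.
Every library of each strain lies below every wild type library on tags at the maxima (exact two-sided permutation p 0.0238, the smallest possible for each). For Δ*crp* this is favoured by the choice of promoters, since wild type regions that overlap a Δ*crp* region had been removed. Its low share there is therefore not independent support. The order among the mutants was not tested. Without library 1, 2 or 3 of the strain the difference from wild type is −8.64, −8.87 or −8.51 points in ΔAr1, −10.4, −10.4 or −10.2 in ΔAr2, −12.3, −12.2 or −12.2 in ΔAr1ΔAr2 and −10.3, −11.5 or −11.4 in Δ*crp*. The exact permutation p is 0.0714 in each, as small as 2 against 6 allow. With each position and strand counted once, ΔAr1 differs from wild type by −0.100 points (exact permutation p 0.905) and Δ*crp* by −0.505 (p 0.548).

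**Figure D5:**
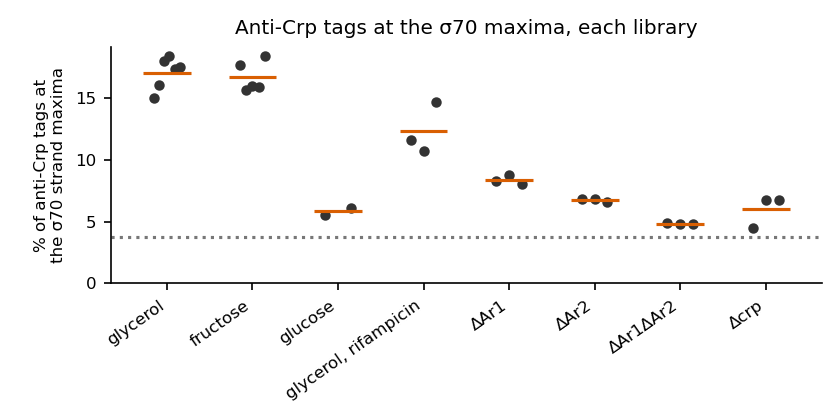
Percent of Crp tags at the σ70 strand maxima of 95 wild type promoters. Each dot is a library, lines are means and the dotted line is the level of even coverage.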

To determine which peak regions were lost as a result of these genetic perturbations, the distribution of peak region centers was analyzed (Fig 4C). The mutations predominantly result in a loss of peak-regions where the peak center was located near the TSS (-10 to +20 bp) and peak centers farther away from the TSS were less impacted. 

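Of 50 wild type regions with a centre within 15 bp of a σ70 centre, 16 (32%) were kept in ΔAr1, against 52 of 84 others (61.9%). ΔAr2 kept 8 (16%) and 29 (34.5%), and ΔAr1ΔAr2 4 (8%) and 35 (41.7%). The odds ratio of near to other regions is 0.290 in ΔAr1 (Fisher's exact test, two-sided, p 0.00121), 0.361 in ΔAr2 (exact p 0.0274) and 0.122 in ΔAr1ΔAr2 (exact p 2.4e-05). The near group holds regions such as the one in the *gatY* stretch, lost in ΔAr2 and ΔAr1ΔAr2, while the *deoC* stretch, without overlapping σ70, has a region in all 3 mutants.
The ΔAr2 result depends on settings and single libraries. Leaving out a library also changes the share of libraries that must hold a window. It does not pass at 8 times the surroundings (0.456, exact p 0.351), at one depth (0.447, exact p 0.101) or with Δ*crp* regions kept (0.694, exact p 0.312). Without wild type library 5 the ratio is 0.442 (exact p 0.0735), without wild type library 6 0.427 (p 0.0708), and without Δ*crp* library 1 or 2 0.435 (p 0.0553) or 0.482 (p 0.0874). Without σ70 library 1 or 2 it is 0.489 (exact p 0.147) or 0.467 (p 0.102). With regions at 3 times the surroundings, the ΔAr1 ratio is 0.5 (exact p 0.0583). Counted once per position and strand, no near region is kept in ΔAr1 (ratio 0, exact p 0.341) or ΔAr1ΔAr2 (ratio 0, exact p 1). The near group is then too small for either ratio to be read. Regions of one chromosome were treated as independent, and a centre away from σ70 was not compared with a motif.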

Lastly, the distribution of predicted binding sites were examined in the context of the different mutant strains (Fig 4D). In agreement with expectation, modulation of Ar1 results in a drop in the predicted binding sites observed near -61.5, the typical Class I promoter distance from the TSS. This drop near -61.5 was partially recovered in the Ar2 mutant but a severe drop in the -41.5 centered binding sites occurred. This distance upstream of the TSS is associated with Class II promoters. The ΔAr1ΔAr2 mutant has a loss in peak regions with Crp binding sites matching those of Class I and Class II promoters. However, the peak regions of Class III found near the -93.5 position are unaffected by mutations in Ar1, Ar2, or both.

**Fig 4:**
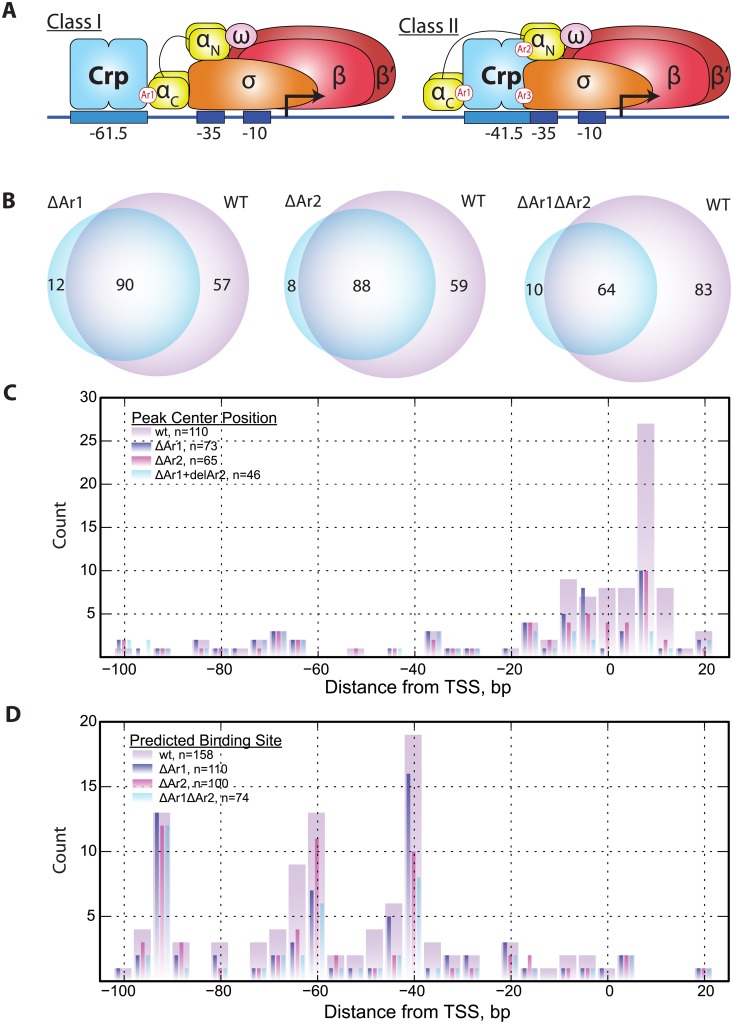
The effect of genetic perturbation on Crp/RNAP interactions. (A) Cartoon illustrating the interactions between activating regions (Ar’s) and RNAP for Class I and Class II activators. Crp Class I promoters make a single contact with RNAP at Ar1 whereas Crp Class II activators make upwards of three contacts (Ar1, Ar2, and Ar3). Deletions of Ar1, Ar2, and Ar1+Ar2 where generated. (B) Venn diagram showing pairwise comparison of peaks regions detected for ΔAr1, ΔAr2, and ΔAr1ΔAr2 with wild type Crp. All cultures were grown with glycerol as the carbon source. The mutations to Crp result in fewer detected peaks relative to wild type Crp indicating promoter destabilization. (C) Histogram of the peak center position relative to the TSS for wild type Crp, ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutants. This illustrates that the peak centers nearest the TSS (-15 to +20) are predominantly affected by deletion of Ar1 and Ar2, whereas peak regions centered upstream of the TSS (< -15) are largely unaffected. (D) An alternative view to the histogram shown in (C) that shows the distribution of predicted Crp binding sites relative to the TSS. The ΔAr1 strain shows a reduction in the number of peak regions with -61.5 motifs compared with wild type and ΔAr2 indicating a sensitivity of Class I promoters to mutations to this region. Similarly, the ΔAr2 strain shows a substantial loss of Class II associated peak regions (-41.5 binding sites) compared with Class I (-61.5). The ΔAr1ΔAr2 mutant shows reductions in both -41.5 and -61.5 binding sites compared with the wild type. None of the ΔAr strains showed a reduction in the peak regions with Class III binding sites (e.g., -93.5 binding sites).

## Discussion

Here we present high-resolution ChIP-exo datasets that enable *in vivo* characterization of transcription initiation events at the genome-scale. The detailed footprinting performed on *E*. *coli* σ^70^ are foundational to subsequent analysis of transcription activation associated with Crp family proteins. The σ^70^ ChIP-exo profiles reflect findings determined in a number of *in vitro* footprinting studies performed on individual model promoters (for detailed discussion see S1 Text). Those studies have revealed that shortly after recruitment, the RNAP holoenzyme complex advances to the +20 position relative to the TSS. The upstream footprint boundary is less pronounced following an oscillatory pattern covering different promoter elements. In strong agreement with what *in vitro* studies have revealed, the σ^70^ ChIP-exo data presented in Fig 1 shows the template strand DNA boundary located at the +20 advanced position. Similarly, the nontemplate strand data shows a multimodal distribution that poorly protects the -35 and promoter elements upstream thereof. Thus, comparison of the σ^70^ ChIP-exo data to *in vitro* footprinting profiles of RNAP holoenzyme indicate that the ChIP results generated here, and likely elsewhere, are recovering the entire RNAP holoenzyme complex. While this may not be a surprising result, the comparison also determines that RNAP holoenzyme complex is most often captured after recruitment to the promoter. The +20 advancement on the template strand is characteristic of stable RNAP holozenyme initiation intermediates that occur post-recruitment. The advanced +20 position has been observed for stable RP_C_ intermediates, RP_O_, ITC, and early TEC complexes but not for the recruited RNAP holoenzyme complex whose footprint does not extend far beyond the TSS. Given the time scale of ChIP crosslinking is on the order of minutes, it is likely that ChIP studies characterize RNAP holoenzyme at kinetically long-lived, stable states formed on the path towards a promoter-escaped, elongation complex. *In vitro* kinetic studies support the ChIP-exo data presented here where the rate-limiting step during transcription initiation is most often downstream of recruitment. Genome-scale characterization studies of bacterial promoters have also determined that the rate-limiting step in transcription predominantly occurs post-recruitment of RNAP [45–47]. Therefor, the σ^70^ ChIP-exo results affirm *in vitro* results observed in model promoter systems and extend those findings to the genome-scale and under *in vivo* conditions.

Surprisingly, the observations made for σ^70^ were also observed in datasets where anti-Crp antibodies were used to study the binding patterns of this well characterized transcription factor. Crp binding profiles did not align to the motif sequence as would be expected but, rather, were centered on the TSS. These binding profiles, like σ^70^, largely exhibit advancement of the DNA protected boundary to the +20 position on the template strand. Furthermore, the binding pattern on the nontemplate strand shows little to no protection of the well-characterized Crp binding motifs. These results indicate that Crp and RNAP holoenzyme are not only co-immunoprecipitated during ChIP experiments, but also that the subsequent Crp ChIP-exo footprint patterns reflect the same long-lived RNAP holoenzyme transcription initiation intermediates observed with σ^70^. Though this study cannot definitively rule out that this observation can be attributed to limitations of formaldehyde crosslinking, several pieces of supporting information suggest otherwise. First, the same binding pattern observed in ChIP-exo studies performed on the native *crp* gene using an anti-Crp antibody were also observed in a c-*myc*-tagged *crp* gene fusion strain of *E*. *coli* K12 using an anti-c-myc antibody. Second, the closely related transcription factor, Fnr, yielded analogous ChIP-exo profiles to Crp on the template and nontemplate strands whereas the ChIP-exo profile of ArcA, a predominantly repressing transcription factor [48], showed a completely different binding profile. ArcA, as well as previously published work on Fur [35], demonstrate strong centering on the DNA motif and a narrower footprint compared with Crp and Fnr. Third, systematic mutations disrupting Crp/RNAP interactions revealed a significant loss in ChIP signal in Class I and Class II activating promoters but little disruption to the Class III promoters. Therefore, ChIP-exo binding sites associated with RNAP were eliminated in Crp-RNAP binding deficient mutants, whereas, binding events not associated with RNAP, namely those distant from the TSS, were still observed and motif centered. In fact, all conditions tested showed a subset of Crp binding sites that are motif centered. Thus, the alignment of ChIP-exo data relative to the TSS and the advancement of the template strand ChIP-exo distribution to the +20 position appear to be characteristic of transcriptional activation, whereas peak regions aligning relative to the motif sequence are not. Nevertheless, subsequent orthogonal confirmation of observations resulting from ChIP-exo studies would be beneficial though doing so under *in vivo* conditions and at the genome-scale is currently not feasible.

The vast majority of *in vitro* Crp studies have focused on the mechanism of recruitment and this transcription factor’s role in transcription initiation. However, a series of experiments were performed that deciphered the role of Crp in transcription after the RP_O_ complex was formed. A heparin challenge was applied to different Crp promoter classes to displace Crp from the open ternary complex [49,50]. In every promoter characterized, removal of Crp was inconsequential to transcriptional output upon open complex formation. These studies established that Crp plays a role in the recruitment of RNAP holoenzyme and also the isomerization of RNAP holoenzyme to form the open complex [1,2]. Thereafter, Crp’s presence or absence at the DNA binding site has no impact on transcription. Therefore, it is plausible that as RNAP holoenzyme transverses through the post-recruitment stages of transcription initiation, Crp is displaced from the DNA binding motif but remains bound to RNAP holoenzyme until promoter escape (S6 Fig). This hypothesis would explain the Crp ChIP-exo footprinting pattern that closely resembles that of RNAP holoenzyme and the poor protection of Class I and Class II DNA motif sequences. In addition to the data discussed above, Crp binding profiles in the presence of rifampicin indicate that Crp remains bound to the RNAP holoenzyme up to and including TEC formation (S4 Fig).

However, the data generated in this study alone cannot resolve what drives Crp/DNA dissociation to occur or how the release of Crp occurs from RNAP holoenzyme. The mechanisms driving σ factor release have proven to be elusive [21,51–53] and the release of transcriptional activators will likely be just as elusive. It is thought that the energy needed for promoter escape is established through a stressed intermediate resulting from scrunching [54,55]. This stressed intermediate may break the bonds between the σ factor and RNAP enabling RNAP to proceed to the elongation stage of transcription while the σ factor is retained at the promoter or dislodged from the promoter. Perhaps scrunching provides sufficient energy to also break the bonds formed between Crp, the σ factor, and RNAP, thereby enabling full transition into transcription elongation.

The detailed molecular interactions elucidated here reflect transitions of RNAP during transcription initiation at the genome-scale. This study is merely a starting point with numerous potential applications for ChIP-exo in studying promoter dynamics. The challenge will be to integrate multi-scale approaches such that we advance beyond studying just binary interactions of transcriptional regulators and begin to quantitatively unravel the molecular dynamics of transcription initiation. We believe that the datasets and analytical approaches utilized here provide a key component towards possibly reconstructing a quantitative, mechanistic, predictive model of promoter dynamics at the genome-scale.

## Experimental procedures

### Strains and culturing conditions

*Escherichia coli* MG1655 cells and derivatives thereof were used for all experiments. Fnr-8-myc, and ArcA-8-myc tagged strains were previously constructed [56]. The Δ*crp* strain was generated by replacing native gene with a kanamycin resistance marker from start codon to stop codon using the λ red mediated gene replacement method described [57]. The Δ*crp* was used as a basis for constructing the ΔAr1, ΔAr2 and ΔAr1ΔAr2 mutant strains using a modification of the λ red mediated gene replacement method. Briefly, plasmids carrying the different Ar mutant sequences were *de novo* synthesized using GeneArt (Life Technologies) with restriction sites at the 5’ and 3’ end of the gene. The gene was digested from GeneArt plasmids and ligated into the pKD3 plasmid directly upstream of the chloramphenicol (Cm) resistance gene. Resulting plasmids have the Ar mutant-*crp* gene, followed by the FRT flanked Cm resistance cassette as in pKD3 plasmid. Linear PCR products were amplified from resulting modified pKD3 plasmids using primers with 5’ overhangs with homology directly upstream of the start codon and downstream of the stop codon of *crp* gene to direct the insertion. This PCR product was transformed into electrocompetent Δ*crp E*. *coli* K12 carrying the pKD46 plasmid, and selected by Cm resistance, correct insertions were verified by Sanger sequencing. The Cm resistance gene was then removed from confirmed mutant strains by FLP recombinase excision transforming with pCP20 plasmid as previously described [57]. The ΔAr1 mutant introduces a mutation to the Ar1 region, HL159, previously determined to break contacts between Ar1 and the ɑ subunit of RNAP [13,58]. The ΔAr2 mutant does the same for Ar2 but introduces two mutations, KE101 and HY19 [58]. The ΔAr1ΔAr2 strain carries the HL159 mutation and the KE101 mutation.

M9 minimal media was used for all cultures with 2 g/L of glucose, fructose, or glycerol. For σ^70^, Crp, Δ*crp*, ΔAr1, ΔAr2, and ΔAr1ΔAr2 experiments, cultures were grown aerobically in shake flasks. Rifampicin conditions were incubated in the presence of rifampicin (50 μg/mL final concentration) for 20 min prior to crosslinking as previously described [59]. Fnr and ArcA experiments were conducted similarly but grown under anaerobic conditions.

### ChIP-exo experiments

The ChIP-exo protocol was adapted from Rhee and et al. for the Illumina platforms with the following modifications [33]. DNA crosslinking, fragmentation, and immunoprecipitation were performed as previously described [60] unless otherwise stated. Clarified lysate was continuously sonicated at 4 °C using a sonicator bell (6W) for 30 min. Antibodies used in this study are: anti-Crp (Neoclone N0004), anti-σ^70^ (Neoclone WP004), and anti-Myc (Santa Cruz Biotechnology sc-40). Immunocomplexes were captured using Pan Mouse IgG Dynabeads (Life Technologies). The following library preparation steps were sequentially performed while the protein/DNA/antibody complexes were bound to the magnetic beads: end repair (NEB End Repair Module), dA tailing (NEB dA-Tailing Module), adaptor 2 ligation (NEB Quick Ligase), nick repair (NEB PreCR Repair Mix), lambda exonuclease treatment (NEB), and RecJ_f_ exonuclease treatment (NEB). A series of step-down washes were done between all steps using buffers previously described [60]. Strand regeneration and library preparation followed the approach of Rhee et al. with the exception of a 3’ overhang removal step after the first adaptor ligation and prior to PCR enrichment by treating with T4 DNA Polymerase for 20 min at 12 °C. Libraries were sequenced on an Illumina MiSeq. Reads were aligned to the NC_000913.2 genome using bowtie2 [61] with default settings. Peak calling was performed using GPS in the GEMS analysis package [62] with the ChIP-exo default read distribution file with the following parameter settings: mrc 20, smooth 3, no read filtering, and no filter predicted events. GPS was used over GEMS because GEMS peak boundaries are influenced by motif identification whereas GPS is not. ChIP-peak calls were manually curated for anti-Crp (wt and Ar mutant strains) and anti-Myc (Fnr, and ArcA) for all substrates and conditions. A superset of GPS peak calls across all anti-Crp conditions was analyzed for presence/absence in each individual condition.

### Gene expression

Gene expression analysis was performed using a strand-specific, paired-end RNA-seq protocol using the dUTP method [63]. Total RNA was isolated and purified using the Qiagen Rneasy Kit with on-column DNase treatment. Total RNA was depleted of ribosomal RNAs using Epicentre’s RiboZero rRNA removal kit. rRNA depleted RNA was then primed using random hexamers and reverse transcribed using SuperScript III (Life Technologies). Sequencing was performed on an Illumina MiSeq. Reads were mapped to the NC_000913.2 reference genome using the default settings in bowtie2 [61]. Datasets were quantified using cuffdiff in the cufflinks package to generate FPKM (Framents Per Kilobase per Million reads mapped) values for all genes [64].

## Supporting information

S1 Fig σ^70^ ChIP-exo profile on fructose and glucose minimal media. (A) The mean 5’ tag density profile is shown for σ^70^ grown on fructose minimal media for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions relative to the TSS (blue bars). (B) The mean 5’ tag density profile is shown for σ^70^ grown on glucose minimal media for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions relative to the TSS (blue bars).
(EPS)

S2 Fig Crp ChIP-exo on activating and repressing substrates. (A) The mean 5’ tag density profile is shown for Crp grown on fructose minimal media (a Crp activating condition) for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions (blue bars) and predicted Crp binding sites (gray bars) relative to the TSS. This profile closely resembles the Crp ChIP-exo profile generated on glycerol minimal media. (B) The mean 5’ tag density profile is shown for Crp grown on glucose minimal media (a Crp repressing condition) for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions (blue bars) and predicted Crp binding sites (gray bars) relative to the TSS. The peak regions detected do not align well to the TSS, a stark divergence from profiles observed on activating carbon sources.
(EPS)

S3 Fig Correlation plots of ChIP-exo data generated on Δ*crp*. A whole genome correlation plot is shown for the Δ*crp* ChIP-exo profiles generated using the anti-crp antibody shows poor correlation between biological replicates.
(EPS)

S4 Fig Rifampicin treated Crp ChIP-exo profile. Crp protected footprints were examined by adding rif to the culture medium prior to harvest capture RNAP holoenzyme at stable intermediates prior to and including the ITC. Crp ChIP-exo distributions are shown for shared peak regions between rif-treated and wild type cultures grown on glycerol. The protected footprint regions mirror those found in the non-rif treated samples.
(EPS)

S5 Fig Comparison of ChIP-exo profiles for wild type, ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutant strains. The mean 5’ tag density profiles are shown for wild type Crp, ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutant strains from top to bottom. This plot shows the systematic los off TSS-centered peak regions with successive perturbation of RNAP holoenzyme/Crp interactions. Ultimately, the ΔAr1ΔAr2 profile does not resemble the profiles obtained under activating conditions that indicated protection of transcription initiation at post-recruitment stable intermediates.
(EPS)

S6 Fig Proposed model for Crp family binding interactions at Class I and Class II activating promoters. Shown is an illustration of Class I and Class II promoter models for Crp binding events. Initial recruitment involves a relatively short-lived complex consisting of the motif sequence(s), Crp, and RNAP holoenzyme. This complex observed using *in vitro* footprinting studies are not observed under physiological conditions studied performed using ChIP-exo. Instead, the longer-lived Crp/RNAP holoenzyme complex associated with post recruitment stable intermediates (RP_O_ shown) is observed leaving the motif sequence available for nuclease digestion.
(EPS)

S1 Table List of σ^70^ promoters classified by peak width. This table contains the identity of the 699 promoters which make up the trimodal distribution in Fig 1 of the manuscript. The first column is the transcription start site which all of the peak distributions shown in the paper were centered off of. The second column is genomic strand. The third column is the ID of the transcription unit. The third and fourth columns contain lists of the gene names and gene locus IDs contained within the transcription unit of the corresponding promoter. The fifth column contains the peak mode. Mode 1 corresponds to peaks that were 5-20bp in width, Mode 2 corresponds to peaks that were 21-40bp in width, Mode 3 corresponds to peaks that were 41-60bp in width.

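S1 Table lists 699 transcription units at 674 positions. Where 25 positions recur, the units end in the same last gene in all 25 cases and begin with the same first gene in only 2. A σ70 region on glycerol lies within 100 bp of 126 positions (18.7%), against 9.10% of 10000 random positions of NC_000913.2. These positions were therefore not used as transcription start sites. They served to bound 673 stretches of neighbouring genes, 368 of which lie between units that read the same way. In 91 of these the strand of every gene is known. Names and order of genes come from RefSeq (assembly ASM584v2, 1228 gene identifiers matched), and no coordinate of that assembly was used.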

(CSV)

S1 Text Supporting text.

## References

[1] BusbyS, EbrightRH (1999) Transcription activation by catabolite activator protein (CAP). J Mol Biol 293: 199–213. doi: 10.1006/jmbi.1999.3161 1055020410.1006/jmbi.1999.3161

[2] LawsonCL, SwigonD, MurakamiKS, DarstSA, BermanHM, EbrightRH (2004) Catabolite activator protein: DNA binding and transcription activation. Curr Opin Struct Biol 14: 10–20. doi: 10.1016/j.sbi.2004.01.012 1510244410.1016/j.sbi.2004.01.012PMC2765107

[3] KolbA, BusbyS, BucH, GargesS, AdhyaS (1993) Transcriptional regulation by cAMP and its receptor protein. Annu Rev Biochem 62: 749–795. doi: 10.1146/annurev.bi.62.070193.003533 839468410.1146/annurev.bi.62.070193.003533

[4] EbrightRH, CossartP, Gicquel-SanzeyB, BeckwithJ (1984) Molecular basis of DNA sequence recognition by the catabolite gene activator protein: detailed inferences from three mutations that alter DNA sequence specificity. Proc Natl Acad Sci U S A 81: 7274–7278. 639043310.1073/pnas.81.23.7274PMC392128

[5] de CrombruggheB, BusbyS, BucH (1984) Cyclic AMP receptor protein: role in transcription activation. Science 224: 831–838. 637209010.1126/science.6372090

[6] BergOG, von HippelPH (1988) Selection of DNA binding sites by regulatory proteins. II. The binding specificity of cyclic AMP receptor protein to recognition sites. J Mol Biol 200: 709–723. 304532510.1016/0022-2836(88)90482-2

[7] StormoGD, HartzellGW3rd (1989) Identifying protein-binding sites from unaligned DNA fragments. Proc Natl Acad Sci U S A 86: 1183–1187. 291916710.1073/pnas.86.4.1183PMC286650

[8] RhodiusVA, BusbySJ (2000) Interactions between activating region 3 of the *Escherichia coli* cyclic AMP receptor protein and region 4 of the RNA polymerase sigma(70) subunit: application of suppression genetics. J Mol Biol 299: 311–324. doi: 10.1006/jmbi.2000.3737 1086074010.1006/jmbi.2000.3737

[9] LonettoMA, RhodiusV, LambergK, KileyP, BusbyS, GrossC (1998) Identification of a contact site for different transcription activators in region 4 of the *Escherichia coli* RNA polymerase sigma70 subunit. J Mol Biol 284: 1353–1365. doi: 10.1006/jmbi.1998.2268 987835510.1006/jmbi.1998.2268

[10] SaveryNJ, LloydGS, KainzM, GaalT, RossW, EbrightRH, et al (1998) Transcription activation at Class II CRP-dependent promoters: identification of determinants in the C-terminal domain of the RNA polymerase alpha subunit. EMBO J 17: 3439–3447. doi: 10.1093/emboj/17.12.3439 962887910.1093/emboj/17.12.3439PMC1170680

[11] ZhouY, MerkelTJ, EbrightRH (1994) Characterization of the activating region of *Escherichia coli* catabolite gene activator protein (CAP). II. Role at Class I and class II CAP-dependent promoters. J Mol Biol 243: 603–610. 796628510.1016/0022-2836(94)90035-3

[12] NiuW, ZhouY, DongQ, EbrightYW, EbrightRH (1994) Characterization of the activating region of *Escherichia coli* catabolite gene activator protein (CAP). I. Saturation and alanine-scanning mutagenesis. J Mol Biol 243: 595–602. 796628410.1016/0022-2836(94)90034-5

[13] WestD, WilliamsR, RhodiusV, BellA, SharmaN, ZouC (1993) Interactions between the *Escherichia coli* cyclic AMP receptor protein and RNA polymerase at class II promoters. Mol Microbiol 10: 789–797. 793484110.1111/j.1365-2958.1993.tb00949.x

[14] ZhouY, ZhangX, EbrightRH (1993) Identification of the activating region of catabolite gene activator protein (CAP): isolation and characterization of mutants of CAP specifically defective in transcription activation. Proc Natl Acad Sci U S A 90: 6081–6085. 839218710.1073/pnas.90.13.6081PMC46871

[15] ZhouY, BusbyS, EbrightRH (1993) Identification of the functional subunit of a dimeric transcription activator protein by use of oriented heterodimers. Cell 73: 375–379. 847744910.1016/0092-8674(93)90236-j

[16] BenoffB, YangH, LawsonCL, ParkinsonG, LiuJ, BlatterE (2002) Structural basis of transcription activation: the CAP-alpha CTD-DNA complex. Science 297: 1562–1566. doi: 10.1126/science.1076376 1220283310.1126/science.1076376

[17] ParkinsonG, GunasekeraA, VojtechovskyJ, ZhangX, KunkelTA, BermanH, et al (1996) Aromatic hydrogen bond in sequence-specific protein DNA recognition. Nat Struct Biol 3: 837–841. 883609810.1038/nsb1096-837

[18] ParkinsonG, WilsonC, GunasekeraA, EbrightYW, EbrightRH, BermanHM (1996) Structure of the CAP-DNA complex at 2.5 angstroms resolution: a complete picture of the protein-DNA interface. J Mol Biol 260: 395–408. 875780210.1006/jmbi.1996.0409

[19] SchultzSC, ShieldsGC, SteitzTA (1991) Crystal structure of a CAP-DNA complex: the DNA is bent by 90 degrees. Science 253: 1001–1007. 165344910.1126/science.1653449

[20] GalasDJ, SchmitzA (1978) DNAse footprinting: a simple method for the detection of protein-DNA binding specificity. Nucleic Acids Res 5: 3157–3170. 21271510.1093/nar/5.9.3157PMC342238

[21] HsuLM (2002) Promoter clearance and escape in prokaryotes. Biochim Biophys Acta 1577: 191–207. 1221365210.1016/s0167-4781(02)00452-9

[22] RecordM, ReznikoffWS, CraigML, McQuadeKL, SchlaxPJ (1996) *Escherichia coli* RNA polymerase (Es70), promoters, and the kinetics of the steps of transcription initiation Escherichia coli and Salmonella Cellular and Molecular Biology Edited by NeidhardtFC et al ASM Press, Washington DC: 792–821.

[23] SaeckerRM, RecordMTJr., DehasethPL (2011) Mechanism of bacterial transcription initiation: RNA polymerase—promoter binding, isomerization to initiation-competent open complexes, and initiation of RNA synthesis. J Mol Biol 412: 754–771. doi: 10.1016/j.jmb.2011.01.018 2137147910.1016/j.jmb.2011.01.018PMC3440003

[24] Hook-BarnardIG, HintonDM (2007) Transcription initiation by mix and match elements: flexibility for polymerase binding to bacterial promoters. Gene Regul Syst Bio 1: 275–293. 19119427PMC2613000

[25] DavisCA, BingmanCA, LandickR, RecordMTJr., SaeckerRM (2007) Real-time footprinting of DNA in the first kinetically significant intermediate in open complex formation by *Escherichia coli* RNA polymerase. Proc Natl Acad Sci U S A 104: 7833–7838. doi: 10.1073/pnas.0609888104 1747079710.1073/pnas.0609888104PMC1876533

[26] KovacicRT (1987) The 0 °C closed complexes between *Escherichia coli* RNA polymerase and two promoters, T7-A3 and *lac*UV5. J Biol Chem 262: 13654–13661. 3308880

[27] SchickorP, MetzgerW, WerelW, LedererH, HeumannH (1990) Topography of intermediates in transcription initiation of *E*.*coli*. EMBO J 9: 2215–2220. 219286110.1002/j.1460-2075.1990.tb07391.xPMC551945

[28] SclaviB, ZaychikovE, RogozinaA, WaltherF, BuckleM, HeumannH (2005) Real-time characterization of intermediates in the pathway to open complex formation by *Escherichia coli* RNA polymerase at the T7A1 promoter. Proc Natl Acad Sci U S A 102: 4706–4711. doi: 10.1073/pnas.0408218102 1573840210.1073/pnas.0408218102PMC555702

[29] BelyaevaTA, RhodiusVA, WebsterCL, BusbySJ (1998) Transcription activation at promoters carrying tandem DNA sites for the *Escherichia coli* cyclic AMP receptor protein: organisation of the RNA polymerase alpha subunits. J Mol Biol 277: 789–804. doi: 10.1006/jmbi.1998.1666 954537310.1006/jmbi.1998.1666

[30] BelyaevaTA, BownJA, FujitaN, IshihamaA, BusbySJ (1996) Location of the C-terminal domain of the RNA polymerase alpha subunit in different open complexes at the *Escherichia coli* galactose operon regulatory region. Nucleic Acids Res 24: 2242–2251. 871049210.1093/nar/24.12.2243PMC145949

[31] AtteyA, BelyaevaT, SaveryN, HoggettJ, FujitaN, IshihamaA, et al (1994) Interactions between the cyclic AMP receptor protein and the alpha subunit of RNA polymerase at the *Escherichia coli* galactose operon P1 promoter. Nucleic Acids Res 22: 4375–4380. 797126710.1093/nar/22.21.4375PMC308469

[32] KolbA, IgarashiK, IshihamaA, LavigneM, BuckleM, BucH (1993) *E*. *coli* RNA polymerase, deleted in the C-terminal part of its alpha-subunit, interacts differently with the cAMP-CRP complex at the lacP1 and at the galP1 promoter. Nucleic Acids Res 21: 319–326. 838279510.1093/nar/21.2.319PMC309109

[33] RheeHS, PughBF (2011) Comprehensive genome-wide protein-DNA interactions detected at single-nucleotide resolution. Cell 147: 1408–1419. doi: 10.1016/j.cell.2011.11.013 2215308210.1016/j.cell.2011.11.013PMC3243364

[34] RheeHS, PughBF (2012) Genome-wide structure and organization of eukaryotic pre-initiation complexes. Nature 483: 295–301. doi: 10.1038/nature10799 2225850910.1038/nature10799PMC3306527

[35] SeoSW, KimD, LatifH, O’BrienEJ, SzubinR, PalssonBO (2014) Deciphering Fur transcriptional regulatory network highlights its complex role beyond iron metabolism in *Escherichia coli*. Nat Commun 5: 4910 doi: 10.1038/ncomms5910 2522256310.1038/ncomms5910PMC4167408

[36] GermerJ, BeckerG, MetznerM, Hengge-AronisR (2001) Role of activator site position and a distal UP-element half-site for sigma factor selectivity at a CRP/H-NS-activated sigma(s)-dependent promoter in *Escherichia coli*. Mol Microbiol 41: 705–716. 1153213810.1046/j.1365-2958.2001.02548.x

[37] KristensenHH, Valentin-HansenP, Sogaard-AndersenL (1997) Design of CytR regulated, cAMP-CRP dependent class II promoters in *Escherichia coli*: RNA polymerase-promoter interactions modulate the efficiency of CytR repression. J Mol Biol 266: 866–876. 908626610.1006/jmbi.1996.0852

[38] PedersenH, DallJ, DandanellG, Valentin-HansenP (1995) Gene-regulatory modules in *Escherichia coli*: nucleoprotein complexes formed by cAMP-CRP and CytR at the *nupG* promoter. Mol Microbiol 17: 843–853. 859643410.1111/j.1365-2958.1995.mmi_17050843.x

[39] WilliamsRM, RhodiusVA, BellAI, KolbA, BusbySJ (1996) Orientation of functional activating regions in the *Escherichia coli* CRP protein during transcription activation at class II promoters. Nucleic Acids Res 24: 1112–1118. 860434610.1093/nar/24.6.1112PMC145741

[40] MymrykJS, ArcherTK (1994) Detection of transcription factor binding *in vivo* using lambda exonuclease. Nucleic Acids Res 22: 4344–4345. 793716410.1093/nar/22.20.4344PMC331963

[41] Valentin-HansenP (1982) Tandem CRP binding sites in the deo operon of *Escherichia coli* K-12. EMBO J 1: 1049–1054. 632972410.1002/j.1460-2075.1982.tb01295.xPMC553161

[42] CampbellEA, KorzhevaN, MustaevA, MurakamiK, NairS, GoldfarbA, et al (2001) Structural mechanism for rifampicin inhibition of bacterial rna polymerase. Cell 104: 901–912. 1129032710.1016/s0092-8674(01)00286-0

[43] SerandourAA, BrownGD, CohenJD, CarrollJS (2013) Development of an Illumina-based ChIP-exonuclease method provides insight into FoxA1-DNA binding properties. Genome Biol 14: R147 doi: 10.1186/gb-2013-14-12-r147 2437328710.1186/gb-2013-14-12-r147PMC4053927

[44] FederowiczS, KimD, EbrahimA, LermanJ, NagarajanH, ChoBK, et al (2014) Determining the control circuitry of redox metabolism at the genome-scale. PLoS Genet 10: e1004264 doi: 10.1371/journal.pgen.1004264 2469914010.1371/journal.pgen.1004264PMC3974632

[45] ReppasNB, WadeJT, ChurchGM, StruhlK (2006) The transition between transcriptional initiation and elongation in *E*. *coli* is highly variable and often rate limiting. Mol Cell 24: 747–757. doi: 10.1016/j.molcel.2006.10.030 1715725710.1016/j.molcel.2006.10.030

[46] WadeJT, StruhlK (2004) Association of RNA polymerase with transcribed regions in *Escherichia coli*. Proc Natl Acad Sci U S A 101: 17777–17782. doi: 10.1073/pnas.0404305101 1559672810.1073/pnas.0404305101PMC539717

[47] WadeJT, StruhlK (2008) The transition from transcriptional initiation to elongation. Curr Opin Genet Dev 18: 130–136. doi: 10.1016/j.gde.2007.12.008 1828270010.1016/j.gde.2007.12.008PMC2563432

[48] GreenJ, PagetMS (2004) Bacterial redox sensors. Nat Rev Microbiol 2: 954–966. doi: 10.1038/nrmicro1022 1555094110.1038/nrmicro1022

[49] TagamiH, AibaH (1998) A common role of CRP in transcription activation: CRP acts transiently to stimulate events leading to open complex formation at a diverse set of promoters. EMBO J 17: 1759–1767. doi: 10.1093/emboj/17.6.1759 950109710.1093/emboj/17.6.1759PMC1170523

[50] TagamiH, AibaH (1995) Role of CRP in transcription activation at *Escherichia coli lac* promoter: CRP is dispensable after the formation of open complex. Nucleic Acids Res 23: 599–605. 789907910.1093/nar/23.4.599PMC306726

[51] BaiL, SantangeloTJ, WangMD (2006) Single-molecule analysis of RNA polymerase transcription. Annu Rev Biophys Biomol Struct 35: 343–360. doi: 10.1146/annurev.biophys.35.010406.150153 1668964010.1146/annurev.biophys.35.010406.150153

[52] HerbertKM, GreenleafWJ, BlockSM (2008) Single-molecule studies of RNA polymerase: motoring along. Annu Rev Biochem 77: 149–176. doi: 10.1146/annurev.biochem.77.073106.100741 1841024710.1146/annurev.biochem.77.073106.100741PMC2854675

[53] MooneyRA, DarstSA, LandickR (2005) Sigma and RNA polymerase: an on-again, off-again relationship? Mol Cell 20: 335–345. doi: 10.1016/j.molcel.2005.10.015 1628591610.1016/j.molcel.2005.10.015

[54] KapanidisAN, MargeatE, HoSO, KortkhonjiaE, WeissS, EbrightRH (2006) Initial transcription by RNA polymerase proceeds through a DNA-scrunching mechanism. Science 314: 1144–1147. doi: 10.1126/science.1131399 1711057810.1126/science.1131399PMC2754788

[55] RevyakinA, LiuC, EbrightRH, StrickTR (2006) Abortive initiation and productive initiation by RNA polymerase involve DNA scrunching. Science 314: 1139–1143. doi: 10.1126/science.1131398 1711057710.1126/science.1131398PMC2754787

[56] ChoBK, KnightEM, PalssonBO (2006) PCR-based tandem epitope tagging system for *Escherichia coli* genome engineering. Biotechniques 40: 67–72. 1645404210.2144/000112039

[57] DatsenkoKA, WannerBL (2000) One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. Proc Natl Acad Sci U S A 97: 6640–6645. doi: 10.1073/pnas.120163297 1082907910.1073/pnas.120163297PMC18686

[58] RhodiusVA, WestDM, WebsterCL, BusbySJ, SaveryNJ (1997) Transcription activation at class II CRP-dependent promoters: the role of different activating regions. Nucleic Acids Res 25: 326–332. 901656110.1093/nar/25.2.326PMC146447

[59] ChoBK, ZenglerK, QiuY, ParkYS, KnightEM, BarrettCL, et al (2009) The transcription unit architecture of the *Escherichia coli* genome. Nat Biotechnol 27: 1043–1049. doi: 10.1038/nbt.1582 1988149610.1038/nbt.1582PMC3832199

[60] ChoBK, BarrettCL, KnightEM, ParkYS, PalssonBO (2008) Genome-scale reconstruction of the Lrp regulatory network in *Escherichia coli*. Proc Natl Acad Sci U S A 105: 19462–19467. doi: 10.1073/pnas.0807227105 1905223510.1073/pnas.0807227105PMC2614783

[61] LangmeadB, SalzbergSL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. doi: 10.1038/nmeth.1923 2238828610.1038/nmeth.1923PMC3322381

[62] GuoY, MahonyS, GiffordDK (2012) High resolution genome wide binding event finding and motif discovery reveals transcription factor spatial binding constraints. PLoS Comput Biol 8: e1002638 doi: 10.1371/journal.pcbi.1002638 2291256810.1371/journal.pcbi.1002638PMC3415389

[63] LevinJZ, YassourM, AdiconisX, NusbaumC, ThompsonDA, FriedmanN, et al (2010) Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods 7: 709–715. doi: 10.1038/nmeth.1491 2071119510.1038/nmeth.1491PMC3005310

[64] TrapnellC, HendricksonDG, SauvageauM, GoffL, RinnJL, PachterL (2013) Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol 31: 46–53. doi: 10.1038/nbt.2450 2322270310.1038/nbt.2450PMC3869392

# Supplementary material for: ChIP-exo interrogation of Crp, DNA, and RNAP holoenzyme interactions
**Source:** PLoS One. 2018 May 17;13(5):e0197272. doi: 10.1371/journal.pone.0197272
**Supplement:** S1 Text

**SUPPORTING INFORMATION**

**ChIP-exo interrogation of Crp, DNA, and RNAP holoenzyme interactions**

Haythem Latif^a,1,2^, Stephen Federowicz^a,1^, Ali Ebrahim^a^, Janna Tarasova^a^, Richard Szubin^a^,

Jose Utrilla^a^, Karsten Zengler^a^, Bernhard O. Palsson^a,b^

^1^Equally contributing authors

Classification: BIOLOGICAL SCIENCES; Biophysics and Computational Biology

Keywords: Crp, ChIP-exo, RNA Polymerase, transcription initiation

**SUPPORTING TEXT**

**Resolution of ChIP-exo data localizes the TSS to within basepairs**

ChIP-chip and ChIP-seq data are enriched at bacterial promoters when the σ factor is immunoprecipitated [[1-8](#_ENREF_1)]. Ecocyc annotated TSSs were checked for σ^70^ ChIP-exo enrichment within ±200 bp for data generated on three different substrates—glucose, fructose, and glycerol (Fig 1A and S1 Fig). Like its predecessors, ChIP-exo peaks are consistently found near promoters. However, only the single-nucleotide resolution of ChIP-exo provides the exact genomic location bound by RNAP holoenzyme. Surprisingly, ChIP-exo data generated on σ^70^ is found to be a better proxy for the TSS than it is for the -35 and -10 promoter recognition sequence elements. The median position of the σ^70^ peak center is 5 bp downstream of the TSS for all three carbon sources (Fig 1A and S1 Fig). The spatial consistency of the σ^70^ peak center demonstrates the utility of ChIP-exo to approximate TSSs to within base pairs from where they exist and provides an orthogonal method to complement 5’ RACE-based TSS detection.

**Confirmation of Crp ChIP-exo binding sites with published data.**

Compared with published studies we are able to have a 91% (21/23) overlap with experimentally validated Crp binding sites [[42](#_ENREF_42)] and a 79% (23/29) overlap with previous ChIP-chip measurements that occurred in characterized Crp binding sites [[43](#_ENREF_43)]. We further see a 65% overlap (317/486) with all reported Crp target genes in RegulonDB [[44](#_ENREF_44)]. If one excludes the 65 genes conservatively estimated to be active only upon substrate specific inductions, this overlap increases to ~75% overlap (317/421) with Crp regulated genes found in RegulonDB.

**Brief review of Crp Activating regions**

The activating properties of Crp and many transcription factors is through stabilizing interactions with RNAP holoenzyme at the promoter [[45](#_ENREF_45), [46](#_ENREF_46)]. Molecular characterization studies and mutational analysis of Crp has revealed three activating regions (Ar’s) that make protein/protein interactions at specific positions in RNAP holoenzyme [[47](#_ENREF_47), [48](#_ENREF_48)]. The first, Ar1, interacts with either of the α subunit at the C-terminus and the HL159 mutation to Crp prevents this interaction from forming [[49](#_ENREF_49), [50](#_ENREF_50)]. This region is involved with activation at Class I and Class II promoters [[47](#_ENREF_47), [48](#_ENREF_48)]. The second region, Ar2, is only associated with Class II promoters and binds to the N-terminus of the α subunit. This bond was shown to be severely disrupted by introduction of two mutations to Crp, KE101 and HY19 [[49](#_ENREF_49)]. Lastly, a weaker interaction was found to occur at Ar3 between Crp and the σ factor [[51](#_ENREF_51), [52](#_ENREF_52)].

**REFERENCES**

1. Cho BK, Kim D, Knight EM, Zengler K, & Palsson BO (2014) Genome-scale reconstruction of the sigma factor network in *Escherichia coli*: topology and functional states. *BMC biology* 12:4.

2. Cho BK, Knight EM, & Palsson BO (2008) Genomewide identification of protein binding locations using chromatin immunoprecipitation coupled with microarray. *Methods in molecular biology* 439:131-145.

3. Cho BK*, et al.* (2009) The transcription unit architecture of the *Escherichia coli* genome. *Nature biotechnology* 27(11):1043-1049.

4. Herring CD*, et al.* (2005) Immobilization of *Escherichia coli* RNA polymerase and location of binding sites by use of chromatin immunoprecipitation and microarrays. *Journal of bacteriology* 187(17):6166-6174.

5. Kroger C*, et al.* (2012) The transcriptional landscape and small RNAs of *Salmonella enterica* serovar Typhimurium. *Proceedings of the National Academy of Sciences of the United States of America* 109(20):E1277-1286.

6. Qiu Y*, et al.* (2010) Structural and operational complexity of the *Geobacter sulfurreducens* genome. *Genome research* 20(9):1304-1311.

7. Reppas NB, Wade JT, Church GM, & Struhl K (2006) The transition between transcriptional initiation and elongation in *E. coli* is highly variable and often rate limiting. *Molecular cell* 24(5):747-757.

8. Wade JT, Struhl K, Busby SJ, & Grainger DC (2007) Genomic analysis of protein-DNA interactions in bacteria: insights into transcription and chromosome organization. *Molecular microbiology* 65(1):21-26.

9. Hook-Barnard IG & Hinton DM (2007) Transcription initiation by mix and match elements: flexibility for polymerase binding to bacterial promoters. *Gene regulation and systems biology* 1:275-293.

10. Hsu LM (2002) Promoter clearance and escape in prokaryotes. *Biochimica et biophysica acta* 1577(2):191-207.

11. Record M, Reznikoff WS, Craig ML, McQuade KL, & Schlax PJ (1996) *Escherichia coli* RNA polymerase (Es70), promoters, and the kinetics of the steps of transcription initiation. *Escherichia coli and Salmonella Cellular and Molecular Biology. Edited by Neidhardt FC et al. ASM Press, Washington DC*:792-821.

12. Saecker RM, Record MT, Jr., & Dehaseth PL (2011) Mechanism of bacterial transcription initiation: RNA polymerase - promoter binding, isomerization to initiation-competent open complexes, and initiation of RNA synthesis. *Journal of molecular biology* 412(5):754-771.

13. Rogozina A, Zaychikov E, Buckle M, Heumann H, & Sclavi B (2009) DNA melting by RNA polymerase at the T7A1 promoter precedes the rate-limiting step at 37 degrees C and results in the accumulation of an off-pathway intermediate. *Nucleic acids research* 37(16):5390-5404.

14. Schickor P, Metzger W, Werel W, Lederer H, & Heumann H (1990) Topography of intermediates in transcription initiation of *E.coli*. *The EMBO journal* 9(7):2215-2220.

15. Sclavi B*, et al.* (2005) Real-time characterization of intermediates in the pathway to open complex formation by *Escherichia coli* RNA polymerase at the T7A1 promoter. *Proceedings of the National Academy of Sciences of the United States of America* 102(13):4706-4711.

16. Bartlett MS, Gaal T, Ross W, & Gourse RL (1998) RNA polymerase mutants that destabilize RNA polymerase-promoter complexes alter NTP-sensing by *rrn* P1 promoters. *Journal of molecular biology* 279(2):331-345.

17. Kovacic RT (1987) The 0 °C closed complexes between *Escherichia coli* RNA polymerase and two promoters, T7-A3 and *lac*UV5. *The Journal of biological chemistry* 262(28):13654-13661.

18. Cook VM & Dehaseth PL (2007) Strand opening-deficient *Escherichia coli* RNA polymerase facilitates investigation of closed complexes with promoter DNA: effects of DNA sequence and temperature. *The Journal of biological chemistry* 282(29):21319-21326.

19. Davis CA, Bingman CA, Landick R, Record MT, Jr., & Saecker RM (2007) Real-time footprinting of DNA in the first kinetically significant intermediate in open complex formation by *Escherichia coli* RNA polymerase. *Proceedings of the National Academy of Sciences of the United States of America* 104(19):7833-7838.

20. Borukhov S, Sagitov V, Josaitis CA, Gourse RL, & Goldfarb A (1993) Two modes of transcription initiation *in vitro* at the *rrnB* P1 promoter of *Escherichia coli*. *The Journal of biological chemistry* 268(31):23477-23482.

21. Gourse RL (1988) Visualization and quantitative analysis of complex formation between *E. coli* RNA polymerase and an rRNA promoter *in vitro*. *Nucleic acids research* 16(20):9789-9809.

22. Newlands JT, Ross W, Gosink KK, & Gourse RL (1991) Factor-independent activation of *Escherichia coli* rRNA transcription. II. characterization of complexes of *rrnB* P1 promoters containing or lacking the upstream activator region with *Escherichia coli* RNA polymerase. *Journal of molecular biology* 220(3):569-583.

23. Craig ML*, et al.* (1998) DNA footprints of the two kinetically significant intermediates in formation of an RNA polymerase-promoter open complex: evidence that interactions with start site and downstream DNA induce sequential conformational changes in polymerase and DNA. *Journal of molecular biology* 283(4):741-756.

24. Spassky A, Kirkegaard K, & Buc H (1985) Changes in the DNA structure of the *lac* UV5 promoter during formation of an open complex with *Escherichia coli* RNA polymerase. *Biochemistry* 24(11):2723-2731.

25. Krummel B & Chamberlin MJ (1989) RNA chain initiation by *Escherichia coli* RNA polymerase. Structural transitions of the enzyme in early ternary complexes. *Biochemistry* 28(19):7829-7842.

26. Krummel B & Chamberlin MJ (1992) Structural analysis of ternary complexes of *Escherichia coli* RNA polymerase. Deoxyribonuclease I footprinting of defined complexes. *Journal of molecular biology* 225(2):239-250.

27. Straney DC & Crothers DM (1987) A stressed intermediate in the formation of stably initiated RNA chains at the *Escherichia coli lac* UV5 promoter. *Journal of molecular biology* 193(2):267-278.

28. Metzger W, Schickor P, & Heumann H (1989) A cinematographic view of *Escherichia coli* RNA polymerase translocation. *The EMBO journal* 8(9):2745-2754.

29. Zhilina E, Esyunina D, Brodolin K, & Kulbachinskiy A (2012) Structural transitions in the transcription elongation complexes of bacterial RNA polymerase during sigma-dependent pausing. *Nucleic acids research* 40(7):3078-3091.

30. Carpousis AJ & Gralla JD (1985) Interaction of RNA polymerase with *lac*UV5 promoter DNA during mRNA initiation and elongation. Footprinting, methylation, and rifampicin-sensitivity changes accompanying transcription initiation. *Journal of molecular biology* 183(2):165-177.

31. Wade JT & Struhl K (2004) Association of RNA polymerase with transcribed regions in *Escherichia coli*. *Proceedings of the National Academy of Sciences of the United States of America* 101(51):17777-17782.

32. Wade JT & Struhl K (2008) The transition from transcriptional initiation to elongation. *Current opinion in genetics & development* 18(2):130-136.

33. Gries TJ, Kontur WS, Capp MW, Saecker RM, & Record MT, Jr. (2010) One-step DNA melting in the RNA polymerase cleft opens the initiation bubble to form an unstable open complex. *Proceedings of the National Academy of Sciences of the United States of America* 107(23):10418-10423.

34. Saecker RM*, et al.* (2002) Kinetic studies and structural models of the association of *E. coli* σ70 RNA polymerase with the lambdaP(R) promoter: large scale conformational changes in forming the kinetically significant intermediates. *Journal of molecular biology* 319(3):649-671.

35. Tsodikov OV, Craig ML, Saecker RM, & Record MT, Jr. (1998) Quantitative analysis of multiple-hit footprinting studies to characterize DNA conformational changes in protein-DNA complexes: application to DNA opening by Esigma70 RNA polymerase. *Journal of molecular biology* 283(4):757-769.

36. Ring BZ, Yarnell WS, & Roberts JW (1996) Function of *E. coli* RNA polymerase σ factor σ70 in promoter-proximal pausing. *Cell* 86(3):485-493.

37. Brodolin K, Zenkin N, Mustaev A, Mamaeva D, & Heumann H (2004) The σ70 subunit of RNA polymerase induces *lac*UV5 promoter-proximal pausing of transcription. *Nature structural & molecular biology* 11(6):551-557.

38. Nickels BE, Mukhopadhyay J, Garrity SJ, Ebright RH, & Hochschild A (2004) The σ70 subunit of RNA polymerase mediates a promoter-proximal pause at the *lac* promoter. *Nature structural & molecular biology* 11(6):544-550.

39. Deighan P, Pukhrambam C, Nickels BE, & Hochschild A (2011) Initial transcribed region sequences influence the composition and functional properties of the bacterial elongation complex. *Genes & development* 25(1):77-88.

40. Hatoum A & Roberts J (2008) Prevalence of RNA polymerase stalling at *Escherichia coli* promoters after open complex formation. *Molecular microbiology* 68(1):17-28.

41. Tang GQ, Roy R, Bandwar RP, Ha T, & Patel SS (2009) Real-time observation of the transition from transcription initiation to elongation of the RNA polymerase. *Proceedings of the National Academy of Sciences of the United States of America* 106(52):22175-22180.

42. Zheng D, Constantinidou C, Hobman JL, & Minchin SD (2004) Identification of the Crp regulon using *in vitro* and *in vivo* transcriptional profiling. *Nucleic acids research* 32(19):5874-5893.

43. Grainger DC, Hurd D, Harrison M, Holdstock J, & Busby SJ (2005) Studies of the distribution of *Escherichia coli* cAMP-receptor protein and RNA polymerase along the *E. coli* chromosome. *Proceedings of the National Academy of Sciences of the United States of America* 102(49):17693-17698.

44. Salgado H*, et al.* (2013) RegulonDB v8.0: omics data sets, evolutionary conservation, regulatory phrases, cross-validated gold standards and more. *Nucleic acids research* 41(Database issue):D203-213.

45. Browning DF & Busby SJ (2004) The regulation of bacterial transcription initiation. *Nature reviews. Microbiology* 2(1):57-65.

46. Lee DJ, Minchin SD, & Busby SJ (2012) Activating transcription in bacteria. *Annual review of microbiology* 66:125-152.

47. Busby S & Ebright RH (1999) Transcription activation by catabolite activator protein (CAP). *Journal of molecular biology* 293(2):199-213.

48. Lawson CL*, et al.* (2004) Catabolite activator protein: DNA binding and transcription activation. *Current opinion in structural biology* 14(1):10-20.

49. Rhodius VA, West DM, Webster CL, Busby SJ, & Savery NJ (1997) Transcription activation at class II CRP-dependent promoters: the role of different activating regions. *Nucleic acids research* 25(2):326-332.

50. West D*, et al.* (1993) Interactions between the *Escherichia coli* cyclic AMP receptor protein and RNA polymerase at class II promoters. *Molecular microbiology* 10(4):789-797.

51. Rhodius VA & Busby SJ (2000) Transcription activation by the *Escherichia coli* cyclic AMP receptor protein: determinants within activating region 3. *Journal of molecular biology* 299(2):295-310.

52. Niu W, Kim Y, Tau G, Heyduk T, & Ebright RH (1996) Transcription activation at class II CAP-dependent promoters: two interactions between CAP and RNA polymerase. *Cell* 87(6):1123-1134.

**SUPPORTING TABLES**

**S1 Table. List of σ^70^ promoters classified by peak width**

This table contains the identity of the 699 promoters which make up the trimodal distribution in Figure 1 of the manuscript. The first column is the transcription start site which all of the peak distributions shown in the paper were centered off of. The second column is genomic strand. The third column is the ID of the transcription unit. The third and fourth columns contain lists of the gene names and gene locus IDs contained within the transcription unit of the corresponding promoter. The fifth column contains the peak mode. Mode 1 corresponds to peaks that were 5-20bp in width, Mode 2 corresponds to peaks that were 21-40bp in width, Mode 3 corresponds to peaks that were 41-60bp in width.

**SUPPORTING FIGURES**

**S1 Fig. σ^70^ ChIP-exo profile on fructose and glucose minimal media.**

1. The mean 5’ tag density profile is shown for σ^70^ grown on fructose minimal media for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions relative to the TSS (blue bars).
2. The mean 5’ tag density profile is shown for σ^70^ grown on glucose minimal media for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions relative to the TSS (blue bars).

**S2 Fig. Crp ChIP-exo on activating and repressing substrates.**

1. The mean 5’ tag density profile is shown for Crp grown on fructose minimal media (a Crp activating condition) for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions (blue bars) and predicted Crp binding sites (gray bars) relative to the TSS. This profile closely resembles the Crp ChIP-exo profile generated on glycerol minimal media.
2. The mean 5’ tag density profile is shown for Crp grown on glucose minimal media (a Crp repressing condition) for the template (dashed black trace) and the nontemplate strand (solid black trace). Also shown are the peak center positions (blue bars) and predicted Crp binding sites (gray bars) relative to the TSS. The peak regions detected do not align well to the TSS, a stark divergence from profiles observed on activating carbon sources.

**S3 Fig. Correlation plots of ChIP-exo data generated on Δ*crp*.**

A whole genome correlation plot is shown for the Δ*crp* ChIP-exo profiles generated using the anti-crp antibody shows poor correlation between biological replicates.

**S4 Fig. Rifampicin treated Crp ChIP-exo profile.**

Crp protected footprints were examined by adding rif to the culture medium prior to harvest capture RNAP holoenzyme at stable intermediates prior to and including the ITC. Crp ChIP-exo distributions are shown for shared peak regions between rif-treated and wild type cultures grown on glycerol. The protected footprint regions mirror those found in the non-rif treated samples.

**S5 Fig. Comparison of ChIP-exo profiles for wild type, ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutant strains.**

The mean 5’ tag density profiles are shown for wild type Crp, ΔAr1, ΔAr2, and ΔAr1ΔAr2 mutant strains from top to bottom. This plot shows the systematic los off TSS-centered peak regions with successive perturbation of RNAP holoenzyme/Crp interactions. Ultimately, the ΔAr1ΔAr2 profile does not resemble the profiles obtained under activating conditions that indicated protection of transcription initiation at post-recruitment stable intermediates.

**S6 Fig. Proposed model for Crp family binding interactions at Class I and Class II activating promoters.**

Shown is an illustration of Class I and Class II promoter models for Crp binding events. Initial recruitment involves a relatively short-lived complex consisting of the motif sequence(s), Crp, and RNAP holoenzyme. This complex observed using *in vitro* footprinting studies are not observed under physiological conditions studied performed using ChIP-exo. Instead, the longer-lived Crp/RNAP holoenzyme complex associated with post recruitment stable intermediates (RP_O_ shown) is observed leaving the motif sequence available for nuclease digestion.

How the deposited data were processed for this re-analysis (not part of the article)

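The study measured DNA protected by σ70, Crp, ArcA and Fnr in *E. coli* by ChIP-exo. The 43 libraries cover 13 conditions: σ70 in wild type cells on glycerol, fructose and glucose; Crp in wild type cells on the same carbon sources and after rifampicin; Crp in the ΔAr1, ΔAr2, ΔAr1ΔAr2 and Δ*crp* strains on glycerol; and ArcA and Fnr in tagged strains grown anaerobically on glucose. The authors digested the precipitated DNA with lambda and RecJf exonucleases, sequenced on MiSeq, aligned with Bowtie2 2.2.3 to NC_000913.2 and deposited one score file per library. In these files the score is the number of 5' ends at a position, positive on the plus strand and negative on the minus strand. The values are whole numbers and are treated as tags. Libraries hold 1798241 to 10128839 tags (median 2995296), with 1.32 to 95.6 tags per occupied position. Where the last number is high, few distinct fragments were sequenced, and the depth overstates the precision.

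Peak regions were called by rule. A 100 bp window, moved by 10 bp, is enriched in a library when it holds at least 4 times the mean of the 10 kb around it, or of the median 10 kb mean if that is higher, and when each strand has at least 10% of its tags. A condition has the window when most of its libraries do and they hold at least 20 tags together; windows within 100 bp were merged. Anti-Crp regions that overlap a Δ*crp* region were removed. The calls of the authors, made with GPS and curated by hand, are not used here. A peak pair is the highest position of each strand (3 bp running mean) within 200 bp of the densest window, taken on the mean of the libraries.

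No genome sequence was used, so motifs and promoter elements were not located, and the positions in S1 Table are not starts of transcription by the tests described with that table. Profiles are placed on the template strand maximum of σ70, and the windows of the paper were moved by the 20 bp between that maximum and the start site. Regions were named by the genes between neighbouring S1 Table positions, which gives the stretch and not the promoter. A gene of a list was placed only when its stretch holds at most 3 genes and a region, which replaces the distance of 400 or 100 bp that had been planned. Few genes could be placed. Part of the results of one list is not reported. The lists, written before the data were examined, are Crp targets (sugar and nucleoside uptake; glycerol, organic acid and amino acid use; regulators), tricarboxylic acid cycle and respiration, Fnr targets, ArcA targets, and as controls ribosomal proteins and genes not tied to Fnr or ArcA. Genes are named in the text when the paper names them, when a list holds them, or when their region is among the 10 most changed or most tagged; of the last kind about a pair per comparison is printed.

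A count model was planned for tags per region and was not run. Summed tags are whole numbers that such a model could take, but the column as deposited is a score with values below 0, and count models were kept to columns deposited as counts. Instead, log2 of CPM (tags per 1000000 tags of the library) plus 1 was fitted with limma 3.58.1 with a trend in the variance, two-sided, with Benjamini and Hochberg adjustment at 0.05. The regions tested are the union over anti-Crp conditions (208), with Δ*crp* added for its own comparison (499), and the union over σ70 conditions (1090); at least 10 tags in as many libraries as the smaller group has were required. A region can be in the set because a compared condition is high there, which favours falls at regions called in wild type and rises at regions called only in the other condition; the split by where a region was called was made only after the result was seen. Groups of libraries were compared on shares and widths by exact permutation tests, two-sided by doubling. The smallest p is then 0.0238 for 3 against 6 libraries, 0.0714 for 2 against 6 and 0.100 for 3 against 3. Overlaps were compared with 1000 circular shifts, and near and other regions with Fisher's exact test. Libraries with the same replicate number were tested for pairing: only σ70 on glucose and glycerol have r above 0.1 in every pair (0.214, 0.498 and 0.467), a hint from the data alone, and 4 splits of the libraries part as many pairs. With replicate as a block that comparison gives 173 lower and 27 higher regions, against 169 and 20.

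The median change is −0.41 on the log2 scale for σ70 on glucose (−0.61 with the background as size), 0.11 for σ70 on fructose (0.24) and −1.00 for Crp in ΔAr2 (−1.10). With the background as size, σ70 on fructose has 13 lower and 321 higher regions in place of 12 and 41. Scripts ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and in R 4.3.3. The region rule was tested on simulated data with 100 planted peaks, on background tags of each library moved to random positions. At 4 and 8 times the background all were found for Crp and σ70 in wild type with no false region, at 2 times none. The move to random positions removes local unevenness, so the test does not show how many regions of the real libraries are false. On the Δ*crp* background 50 to 53 regions had no planted peak. In a test of limma on simulated changes of 1 and 2 on the log2 scale, 61.5% and 88.5% were recovered for glucose, 80.8% and 100% for fructose, 73.1% and 88.5% for rifampicin, 69.2% and 100% for ΔAr1, 61.5% and 100% for ΔAr2, 88.5% and 100% for ΔAr1ΔAr2, 35.5% and 88.7% for Δ*crp*, 46% and 85% for σ70 on glucose, and 82% and 97% for σ70 on fructose.

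Some choices were made after values had been seen: tags at the σ70 maxima as a measure, the comparison of shared regions after rifampicin, the levels of the planted peaks and the Δ*crp*, ArcA and Fnr backgrounds of that test, which of the Δ*crp* correlations enter the list of settings, the division of Δ*crp* regions by whether wild type has a Crp region there, and the move of the Δ*crp* pattern from the unexpected results to the observations. Alternatives for thresholds, counting, orientation, zero point and library were run, and their effect is given in the closing section.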

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

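The tests on the *crp* frame were all chosen only after its tags had been seen.

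In rifampicin libraries 2 and 3 the end of the *crp* unit holds 5075 and 2604 CPM per kb, against 219.6 to 373 in the 6 untreated libraries. Rifampicin library 1 has 287, so the treatment alone did not raise it in every library, and whether it took part cannot be told. More copies of the chromosome around the frame are argued against by the flanking kb, the highest at 356, within the untreated flanks, which reach 837. The tags step up by at least 6.57 times at both edges of a stretch of 600 bp (3484175 to 3484774 of NC_000913.2), and none of 4639 kb bins elsewhere is raised alike. This is consistent with DNA of the frame alone in these 2 libraries, which hold 0.290% and 0.137% of their tags there in excess; its source was not tested.

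Chance marks about 1 in 20 groups in a search of this kind, and 43 groups gave 6 outlying values besides. Fructose library 3 has 10128839 tags where the others have 1932181 to 3047586. Fructose library 1 has 7.40 tags per position against 1.67 to 3.11. Fructose library 5 has a median Crp pair width of 21 bp against 40 to 47. Glycerol library 6 has 11203 CPM in the *gatY* stretch region at 2174991 to 2175480 against 2939 to 5624, and 9796 against 2757 to 5217 in its narrower form at 2175021 to 2175380. Fructose library 5 has 409 CPM in the region at 2350261 to 2350760 against 113 to 147.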

How the results depend on the processing

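The settings for pair widths after rifampicin and at named promoters, profiles over stretches with genes all of known strand, every setting of tags at the σ70 maxima, and the pseudocount of 5 were chosen only after the result was seen; the others were set beforehand. In all, 103 results were run again, 79 of them answers to a comparison and 24 named regions or promoters; of 826 values for the former 609 stayed the same, and of 311 for the latter 293 did. A tested value counts as the same when it keeps its direction and its side of 0.05, a count when it is within 1.5 times, a percent of regions when it is within the exact binomial interval, and any other value when it moved by less than 1 SD. The planned DESeq2 test and TMM size factors were not run; summed tags could enter them, but the deposited column is a score with values below 0, and count tools were kept to columns deposited as counts. How many regions they would call is therefore not known. The start of the first gene as zero point and all results on motifs were not run, because no genome sequence was used. The setting without a filter on low tags removed no region and so tests nothing. With each position and strand counted once, ΔAr2 has no region, so its odds ratio has no value. A pseudocount of 5 (18 of 18 values), 50 bp of overlap (6 of 6) and unthinned libraries (2 of 2) left all values the same in this sense, and thinning to one depth left 18 of 19 the same (not the odds ratio of near to other regions in ΔAr2, 0.447, exact p 0.101).

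Counting each position and strand once left 22 of 72 values the same. That setting caps stacked 5' ends by construction. Regions then number 44 for Crp on glycerol, 36 on fructose, 1 on glucose, 11 after rifampicin, 16 in ΔAr1ΔAr2, 0 in ΔAr2, and 502 and 305 for σ70 on glycerol and glucose. ΔAr1 keeps 65.9% of wild type regions (odds ratio of near to other regions 0, exact p 0.341), ΔAr2 0%, and the odds ratio in ΔAr1ΔAr2 is 0 (exact p 1). Too few near regions remain for these ratios to be read. σ70 pairs have a median of 42.5 bp with 16.2%, 23.9% and 11.0% in the groups from narrow to wide, and 17.5% of S1 Table modes matched (permutation p 0.752). σ70 shares (template, far, middle, near) are 7.45%, 5.21%, 9.11% and 4.28% on glycerol, 7.81%, 5.72%, 9.60% and 4.38% on fructose, and 6.80%, 4.82%, 8.22% and 3.89% on glucose. Crp minus σ70 is 1.63 points on the template maximum (exact p 0.119), 1.00 upstream (exact p 0.452), 0.858 in the far and 0.704 in the middle window, with a Crp template share of 8.07% and a template r of 0.890; the Fnr template share is 9.21%. Tags at the σ70 maxima differ from glycerol by 0.341 points on fructose, −0.578 after rifampicin (exact p 0.476), −0.100 in ΔAr1 (exact p 0.905) and −0.505 in Δ*crp* (exact p 0.548), and widths after rifampicin by 13.8 bp (exact p 0.524). Changed regions number 3 higher for Crp on glucose, 3 lower and 0 higher on fructose, 60 lower in ΔAr1, 0 higher in ΔAr2, 7 higher in ΔAr1ΔAr2, 93 lower and 8 higher for σ70 on glucose and 558 higher for σ70 on fructose.

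A limit of 8 times the surroundings left 2 of 19 values the same and one of 3 times 13 of 19. At 3 times there are 24 Crp regions on glucose, 159 in ΔAr1, 710 in Δ*crp* and 265 for Fnr; ΔAr1 keeps 60.1% with an odds ratio of 0.5 (exact p 0.0583). At 8 times there are 76 Crp regions on glycerol, 59 on fructose, 8 on glucose, 23 after rifampicin, 47 in ΔAr1, 13 in ΔAr2, 18 in ΔAr1ΔAr2, 37 in Δ*crp*, 107 for ArcA, 39 for Fnr, and 541, 579 and 489 for σ70 on glycerol, fructose and glucose. The kept shares are then 40.8% in ΔAr1 and 17.1% in both ΔAr2 and ΔAr1ΔAr2, and the ΔAr2 odds ratio is 0.456 (exact p 0.351). With the Δ*crp* regions kept, Crp has 31 regions on glucose and 115 after rifampicin, and the ΔAr2 odds ratio is 0.694 (exact p 0.312).

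Summed tags in place of the mean over promoters give σ70 template shares of 32.7% on glycerol, 32.3% on fructose and 29.3% on glucose, a far share of 9.91% on glycerol, and 11.8%, 25.8% and 7.71% in the fructose windows. They give Crp 22.3% and Fnr 16.7% on the template maximum, a far difference of −1.66 points between Crp and σ70 (exact p 0.0476), and differences at the σ70 maxima of 0.346 on fructose and −2.33 after rifampicin (exact p 0.119). Stretches with genes all of known strand, chosen after seeing the data, give 31.5%, 10.4%, 27.4% and 9.99% on glycerol, 32.7%, 12.2%, 26.4% and 8.40% on fructose, 9.66% in the far window on glucose, and for Crp, at 5 promoters, 24.5% on the template maximum, 13.1% upstream and r of 0.842 and 0.707. For rifampicin, promoters of any anti-Crp condition give −1.75 points (exact p 0.143), and promoters of regions shared with rifampicin, chosen after seeing the data, −1.15 (exact p 0.357).

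A 9 bp running mean gives σ70 widths with a median of 30 bp and 16.5%, 67.8% and 9.96% in the groups; no running mean gives 30 bp and 23.2%, 48.1% and 19.5%. A 200 bp window for the pair gives 15.9% at 41 to 60 bp. For the correlation of replicates, 10 bp bins give 0.0911 for Δ*crp* and 0.498 for the lowest other condition, 1000 bp bins 0.795 for Δ*crp*, Spearman 0.210 and 0.276, and log2 of tags plus 1 0.206 and 0.339.

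All libraries in one fit give 2 higher regions for Crp on glucose, 0 higher in ΔAr2, 325 lower and 41 higher for σ70 on glucose, and 3 lower and 0 higher for σ70 on fructose. Replicate as a block gives 12 higher for Crp on glucose, 20 lower on fructose, 2 higher in ΔAr2 and 18 higher for σ70 on fructose, and the Δ*crp* region at 1805741 to 1805880 has adjusted p 0.0555 (limma) with a change of −6.17. The background as size gives 0 higher in ΔAr2, 97 lower and 9 higher for σ70 on glucose, and 321 higher for σ70 on fructose.

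Leaving out one library at a time left 406 of 489 values the same. Regions range from 77 to 299 for ArcA, 142 to 206 for Δ*crp* and 75 to 111 for Fnr. A condition of 3 libraries then needs a window in both that are left, which favours fewer regions. For the 6 wild type glycerol libraries the rule becomes looser instead. ΔAr2 keeps 18.7% to 29.8%, with an odds ratio of 0.245 to 0.489 that does not pass without 6 of the 15 libraries. The σ70 median width is 29 to 30 bp and the wide group 14.5% to 15.4%. Crp minus σ70 runs from −8.94 to −8.05 points on the template maximum, 3.39 to 4.12 upstream, −0.419 to 0.048 in the far window (the last without glycerol library 6) and −12.7 to −11.7 in the middle. Tags at the σ70 maxima differ by −5.88 to −3.91 points after rifampicin, −9.08 to −8.41 in ΔAr1, −10.7 to −10.1 in ΔAr2, −12.6 to −12.0 in ΔAr1ΔAr2 and −11.5 to −10.3 in Δ*crp*. Widths after rifampicin differ by 11.6 to 16.8 bp. Changed regions range from 3 to 5 higher for Crp on glucose, 15 to 43 lower on fructose, 0 to 3 higher in ΔAr2, 7 to 19 higher in ΔAr1ΔAr2, 0 to 320 lower and 0 to 161 higher for σ70 on glucose, and 6 to 158 lower and 5 to 287 higher for σ70 on fructose.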

Differences from the paper's values

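The measures of rifampicin over shared regions, pair widths after rifampicin, tags at the σ70 maxima, stretches with genes all of known strand and the check of the S1 Table positions were chosen only after results had been seen.

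For the Crp template strand the paper gives 33% of the profile within the window at +20, and the deposited tags give 18.3% at 49 promoters. A difference is counted here when one value is more than 1.5 times the other. Summed tags over promoters give 22.3%, still lower than the paper's value but just inside that limit, while each position counted once (8.07%) and the fit without any single library leave the difference. Stretches with genes all of known strand, chosen after seeing the data, give 24.5% but use only 5 promoters in place of 49. The paper's profile is placed on start sites, and this one on σ70 maxima of regions called without curation.

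For ΔAr2 the paper shows about 60% of wild type regions kept in Fig 4B, read by eye, and the rule used here gives 27.6%. None of the settings set out beforehand reaches the paper's value: 31.8% at 3 times the surroundings, 17.1% at 8 times, 0% with positions counted once, 26.5% at one depth, 30.4% with Δ*crp* regions kept, 27.6% with 50 bp of overlap, and 18.7% to 29.8% without single libraries. The paper scored a curated superset of regions for presence, which is not analysed here.

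The paper states that rifampicin had no impact on the Crp distribution, which it shows as profiles over shared regions. On other quantities, which that statement does not cover, treated cells differ here: 32.1% of the untreated regions recur, and tags fell at 132 of 208 regions. Pairs at shared regions are 49.0 bp wide against 34.7 bp without treatment. With positions counted once the width difference stays nearly as large but does not pass (exact p 0.524). Untreated libraries 1 and 2, at 47 and 46 bp, are close to the treated ones, unlike libraries 3 to 6 (36, 25, 33 and 21 bp). Over the shared promoters the share at the σ70 maxima is level, 18.0% against 19.2% (exact p 0.357), and the profiles correlate at r 0.886 and 0.856, while the template share at 12 oriented shared promoters is lower (16.4% against 21.8%, exact p 0.0238).

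The paper states that ΔAr1ΔAr2 had the most drastic effect on regions. ΔAr2 keeps no more of them (27.6% against 29.1%) and has more lower regions (145 against 121). ΔAr1ΔAr2 has the lower median at σ70 regions (−1.65 against −1.29), the lower share at σ70 maxima (4.84% against 6.74%) and fewer near regions kept (8% against 16%).

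The paper states that peak regions away from the start site were less impacted by the mutations. They were kept more often here, but at 61.9% in ΔAr1, 34.5% in ΔAr2 and 41.7% in ΔAr1ΔAr2, so many were lost.

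The paper states that Crp family activators have a broader footprint than the repressor ArcA. Median pair widths are 71 bp for Fnr and 34 bp for ArcA, but 41 bp for Crp on glycerol, and Crp was not tested against ArcA. Δ*crp* pairs, where the antibody has no target, have a median of 30 bp, so the ArcA median by itself does not show a short footprint.

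The paper states that no correlation was observed between Δ*crp* replicates. Their mean r is 0.410 in 100 bp bins and 0.0911 in 10 bp bins, the lowest of all anti-Crp conditions in both, and 52.7% of the Δ*crp* regions lie on σ70 regions.

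The paper states that the first column of S1 Table holds transcription start sites. Positions listed for several units there share the last gene in all 25 cases and the first gene in 2, and σ70 regions are within 100 bp of 18.7% of the positions.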

Other observations

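σ70 itself changes with the carbon source, which the paper does not treat by gene. On glucose 169 of 1090 σ70 regions were lower and 20 higher than on glycerol (limma, two-sided). The *tnaCAB* stretch region at 3886341 to 3886620 of NC_000913.2 fell by 5.07 ± 0.462 (SE) on the log2 scale, from 3188 ± 1299 to 93.8 ± 38.2 CPM (SD, n = 3 each; adjusted p 0.00629, limma, every library below). The region next to *glpTQ* at 2350231 to 2350780 fell by 5.27 ± 0.711, to 80.0 ± 85.8 from 2292 ± 877 (adjusted p 0.00906, limma, every library below). Tryptophanase and glycerol phosphate uptake are both under catabolite repression. The region next to *glpTQ* also fell on fructose, so its fall is not particular to glucose, and the cause was not tested. The highest rise, 3.04, is at 4047791 to 4048070 in the stretch of *polA* and *spf*; *spf* encodes Spot 42, an RNA that cAMP and Crp repress. The calls depend on single libraries: lower regions number 32 or 320 without glucose library 2 or 3 and 11, 0 or 68 without glycerol library 1, 2 or 3, and higher ones 11, 2 or 161 and 1, 0 or 11 without glucose or glycerol libraries 1, 2 or 3. With positions counted once 93 are lower and 8 higher, with all libraries in one fit 325 and 41, and with the background as size 97 and 9. The *glpTQ* region does not pass without glycerol library 1 (−5.16, adjusted p 0.0524, limma) or 2 (−5.02, adjusted p 0.0637), nor the *tnaCAB* region without library 2 (−4.84, adjusted p 0.0532).

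On fructose 12 σ70 regions were lower and 41 higher. The *fruBKA* stretch region at 2261491 to 2261940 rose by 2.11, from 310 ± 43.1 to 1332 ± 73.5 CPM, and the *adhE* stretch region at 1297311 to 1297730 by 2.11 ± 0.104, from 405 ± 10.0 to 1754 ± 199 (adjusted p 0.00028, limma, every library above). The region next to *glpTQ* fell by 6.18 ± 0.309 (adjusted p 0.00028, limma) and the *glpFKX* stretch region at 4115751 to 4116620 by 1.55, to 642 ± 35.4 from 1880 ± 155. With all libraries in one fit 3 regions are lower and 0 higher, and neither rise passes (*adhE* 2.11, adjusted p 0.348, limma). The background as size gives 13 lower and 321 higher, and positions counted once 558 higher. Lower regions number 7 or 6 without fructose library 1 or 3 and 158 without glycerol library 3. Higher ones number 6, 23 or 5 without fructose library 1, 2 or 3 and 14, 8 or 287 without glycerol library 1, 2 or 3.

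The lists show little more. For σ70 on glucose, 1 of the 4 regions at *aldA* and *dcuB* was higher, 1 of 3 at *acnB*, *mdh* and *aceB* was lower, and none at *crr*, *cytR*, *cysK* or *glyA* passed; adjusted over the list alone, 1 region of *ompW* and *dcuB* was lower and 1 higher. None passed on fructose; adjusted over the list alone, 1 region of sugar uptake (*crr*, *cytR*) was lower and 1 of the control (*cysK*, *glyA*) higher. ArcA targets as a group (5 regions) gave camera p 0.641 on glucose and 0.757 on fructose, and ribosomal proteins (5 regions) 0.716 and 0.444. In Δ*crp*, *crr* was lower and *cytR* and *cysK* higher, 1 of *aldA* and *dcuB* was lower and 1 higher, as with *ompW* and *dcuB*, 1 of *acnB* and *mdh* and 2 of the 3 ArcA targets placed were lower, and 2 of 3 ribosomal regions were higher, all also when adjusted over the list alone. *ompW* was lower on glucose, on fructose and after rifampicin, and of the ArcA targets *acnB* and *aldA* 1 was lower on glucose, none on fructose, and 1 higher after rifampicin. Of 11 Crp targets among regulators only *cytR* was placed, and of 20 control genes none had a Crp region.

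The splits of libraries, both tests on Crp left in the strain, and the tests of piled tags and of untreated libraries on rifampicin widths were chosen only after the result was seen; the tests of piled tags and of recovery in Δ*crp* and of depth were written before. In fits on other splits of the libraries, the real 40 calls for Crp on fructose compare with at most 26 in 100 of 462 possible splits. After rifampicin 161 compare with 5, 144 in ΔAr1 with 6, 146 in ΔAr2 with 11, 136 in ΔAr1ΔAr2 with 2, and 403 in Δ*crp* with 0 (84 splits each). Only 1 split, the real one, reached its number each time. These splits cannot exclude chance. The regions tested were called in the compared conditions, and a mixed split counts the real difference as spread, so both favour the real split. For σ70, 189 calls on glucose and 53 on fructose compare with 0 in the others, but 10 splits are too few. None were fitted for Crp on glucose, which has 2 libraries.

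Without Crp, 157 of 298 anti-Crp regions still lie on σ70 regions. Piled tags are argued against: counted once per position, the overlap is 6.73 times that of shifted regions (157 of 241). Crp left in the strain is argued against at the 79.0% of these regions where wild type has no Crp region; where it has one, Δ*crp* tags are at least 1.51 times those at other σ70 regions in each library, but σ70 tags differ there too, by 2.38 times. At the end of the *crp* frame, tags per kb are 0.0202, 0.0875 and 0.0155 times the mean of the flanking kb in these libraries, whose flanks go down to 39.7 CPM per kb, and 0.571 to 1.00 times in wild type, which argues against Crp left at these regions as well. Recovery was also compared among 758 σ70 regions without a region of any other anti-Crp condition. Δ*crp* tags at the 252 with most σ70 are at least 1.92 times those at the 252 with fewest. Recovery that rises with σ70 occupancy would show in this way, and a rise is seen in the other anti-Crp libraries as well (1.19 to 1.88). Regions called in Δ*crp* stayed in this set while those called in the others were left out, which favours a higher ratio in Δ*crp*.

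Crp peak pairs after rifampicin are wider, 51, 48 and 48 bp per library against 47, 46, 36, 25, 33 and 21 without it. Piled tags are argued against, since untreated libraries with as many tags per position reach only 36 bp. Among the untreated libraries alone, however, the widest, libraries 1 and 2, have the most tags per position (5.00 and 4.26). Depth is argued against, since the difference is 15.2 bp with all libraries at one depth. Whether the untreated libraries fall into batches cannot be told, as replicates 1 to 3 reach 47 bp, close to the treated ones.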
